# Lmx1a is a master regulator of the cortical hem

**DOI:** 10.7554/eLife.84095

**Published:** 2023-09-19

**Authors:** Igor Y Iskusnykh, Nikolai Fattakhov, Yiran Li, Laure Bihannic, Matthew K Kirchner, Ekaterina Y Steshina, Paul A Northcott, Victor V Chizhikov

**Keywords:** signaling center, cortical hem, hippocampus, cell-fate specification, neurogenesis, signaling, Mouse

## Abstract

Development of the nervous system depends on signaling centers – specialized cellular populations that produce secreted molecules to regulate neurogenesis in the neighboring neuroepithelium. In some cases, signaling center cells also differentiate to produce key types of neurons. The formation of a signaling center involves its induction, the maintenance of expression of its secreted molecules, and cell differentiation and migration events. How these distinct processes are coordinated during signaling center development remains unknown. By performing studies in mice, we show that Lmx1a acts as a master regulator to orchestrate the formation and function of the cortical hem (CH), a critical signaling center that controls hippocampus development. Lmx1a co-regulates CH induction, its Wnt signaling, and the differentiation and migration of CH-derived Cajal–Retzius neurons. Combining RNAseq, genetic, and rescue experiments, we identified major downstream genes that mediate distinct Lmx1a-dependent processes. Our work revealed that signaling centers in the mammalian brain employ master regulatory genes and established a framework for analyzing signaling center development.

## Introduction

In the vertebrate central nervous system (CNS), tissue patterning and subsequent neurogenesis are regulated by signaling centers – localized groups of cells that produce secreted molecules that regulate the development of neighboring cells (Bielen et al., 2017; Cavodeassi and Houart, 2012; Manfrin et al., 2019). Formation of a signaling center is a complex process that involves its induction, segregation of its cells from the adjacent tissue, and the initiation and maintenance of expression of secreted molecules that mediate its function. In many cases, cells that comprise signaling centers also differentiate into neurons that migrate to specific brain regions and regulate their morphogenesis and/or form neural circuits (Kiecker and Lumsden, 2012; Subramanian et al., 2009a). Currently, little is known about how different aspects of signaling center formation are coordinated during development. In vertebrates, development of several cell types or even organs depends on master regulatory genes – intrinsic factors that orchestrate multiple developmental processes, such as transcription factors *Atoh1* in cerebellar granule cells or *Pax6* in the eye (Baker et al., 2018; Graw, 2010; Klisch et al., 2011; Srivastava et al., 2013). It is unknown, however, whether the development of signaling centers in the CNS involves master regulatory genes.

One of the key signaling centers in the mammalian CNS is the cortical hem (CH), which develops at the telencephalic dorsal midline, between the choroid plexus and cortical neuroepithelium (Grove et al., 1998; Jones et al., 2019; Moore and Iulianella, 2021; Sindhu et al., 2019). The CH is necessary and sufficient for the development of the hippocampus in adjacent neuroepithelium (Mangale et al., 2008). Loss of CH or its signaling molecule Wnt3a leads to the near-complete loss of the hippocampus, associated with reduced proliferation in the hippocampal primordium (Lee et al., 2000). Canonical Wnt signaling from the CH (involving Wnt3a and likely other Wnts) also promotes the formation of the transhilar glial scaffold, which guides the migration of neural progenitors from the dentate neuroepithelium (DNe) in the ventricular zone to the hippocampal dentate gyrus (DG) (Zhou et al., 2004; Parichha et al., 2022). In addition to Wnt signaling, CH gives rise to Cajal–Retzius (CR) cells, short-lived neurons that migrate to the hippocampal field, where they form the hippocampal fissure (HF), the sulcus that separates the DG from the CA1 field. CR cells also promote the formation of the transhilar glial scaffold (Bielle et al., 2005; Causeret et al., 2021; Hodge et al., 2013; Meyer et al., 2004).

To date, intrinsic factors that confer CH fate remain elusive. For example, loss of transcription factors Dmrt3/4/5 or Gli3 compromises CH formation (De Clercq et al., 2018; Fotaki et al., 2011; Grove et al., 1998; Kikkawa and Osumi, 2021; Quinn et al., 2009; Saulnier et al., 2013). However, both *Dmrt* and *Gli3* are expressed broadly in the telencephalic medial neuroepithelium (in both the CH and beyond), and their overexpression was not reported to induce ectopic CH, suggesting that they play permissive rather than instructive roles in CH development (Subramanian et al., 2009a; Subramanian and Tole, 2009b). Other genes that regulate CH size, such as *Lhx2*, are expressed in the cortical neuroepithelium rather than CH itself. *Lhx2* confers cortical identity in the telencephalic neuroepithelium, cell-autonomously suppressing CH fate (Mangale et al., 2008; Monuki et al., 2001).

LIM-homeodomain transcription factor Lmx1a is one of the earliest markers of the CH. In contrast to the aforementioned genes, its expression in the telencephalon is limited to dorsal midline structures – the CH and non-neural choroid plexus epithelium (ChPe) (Caronia-Brown et al., 2016; Chizhikov et al., 2019; Failli et al., 2002). Previously, we found that loss of *Lmx1a* results in an aberrant contribution of the *Lmx1a*-lineage cells to the hippocampus, suggesting a function of this gene in establishing the CH/hippocampus boundary (Chizhikov et al., 2010). This phenotype, however, was traced to embryonic day (e) 10.5, when the dorsal midline has not yet fully differentiated into the ChPe and CH. Thus, it was unknown whether Lmx1a has a role in the CH development or its function is limited to the segregation of the dorsal midline lineage from the cortical neuroepithelium before the formation of the CH.

In this article, we investigated the role of *Lmx1a* in CH development by performing *Lmx1a* loss- and gain-of-function studies, complemented by RNAseq, in utero electroporation, and genetic experiments to identify downstream mediators of *Lmx1a* function in CH. We found that loss of *Lmx1a* compromises expression of numerous CH and CR cell markers, expression of Wnt signaling molecules, and cell cycle exit/differentiation and migration of CR cells, resulting in specific hippocampal abnormalities. Overexpression of *Lmx1a* was sufficient to induce key CH features in the cortical neuroepithelium, introducing *Lmx1a* as a master regulator of CH development.

## Results

### *Lmx1a^-/-^* mice exhibit a compromised DG associated with proliferation, glial scaffold, and migration abnormalities

Although *Lmx1a* is not expressed in the hippocampus (Chizhikov et al., 2019; Chizhikov et al., 2010), development of the hippocampus depends on CH (Hevner, 2016; Subramanian et al., 2009a) and, thus, can serve as a ‘readout’ of CH functioning in *Lmx1a^-/-^* mice. Extending previous histological studies (Kuwamura et al., 2005; Sekiguchi et al., 1992), we found a modest (~17%) reduction in the length of the hippocampal CA1-3 fields (Figure 1A–C), but a dramatic reduction of the HF that overlays the DG (~55% reduction, Figure 1A, B and D) and the number of DG (Prox1+) neurons (~78% reduction, Figure 1E–G) in postnatal day 21 (P21) *Lmx1a^-/-^* mice. Input resistance, a major determinant of neuronal excitability (Yang et al., 2021), was aberrantly low in DG neurons in *Lmx1a^-/-^* mice (Figure 1H–J). In P3 *Lmx1a^-/-^* mutants, Ctip2 immunohistochemistry (Roy et al., 2019) revealed intact patterning of the hippocampal subfields (Figure 1—figure supplement 1A and B), but already reduced number of DG neurons (Figure 1—figure supplement 1C–E). Thus, to identify the mechanisms mediating DG abnormalities in *Lmx1a^-/-^* mutants, we analyzed embryonic stages, focusing on processes known to shape the DG.

**Figure 1.**
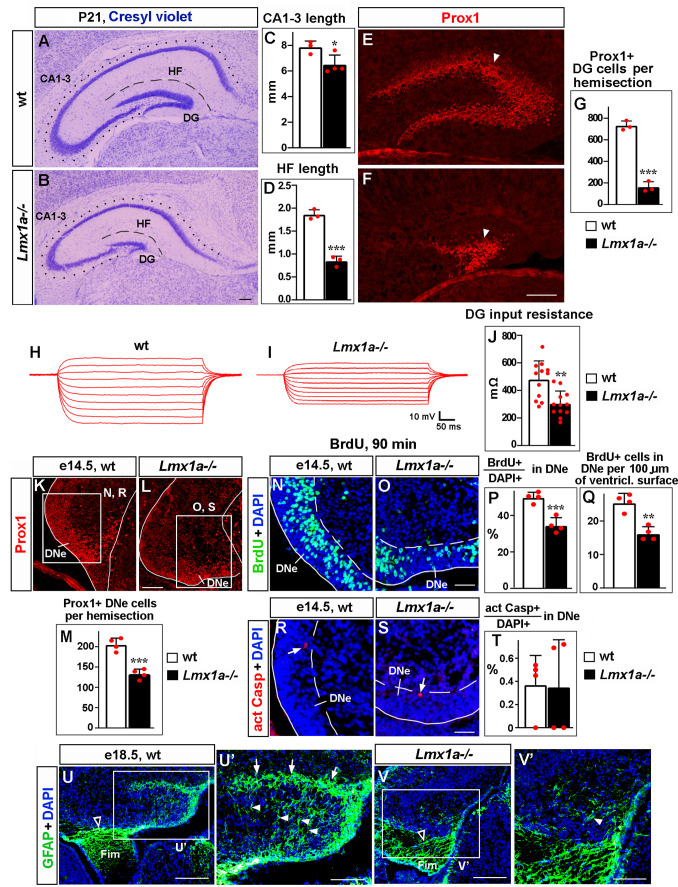
Loss of *Lmx1a* compromises dentate gyrus (DG) development. In this and other figures, panels show coronal sections immunostained with indicated antibodies (unless noted otherwise). High-magnification images show regions boxed in adjacent panels or diagrams. wt, wild-type controls. (**A–G**) In P21 *Lmx1a^-/-^* mice, length of the CA1-CA3 hippocampal fields (dotted line in **A, B**), length of the hippocampal fissure (HF) that overlays the DG (dashed line in **A, B**), and the number of Prox1+ DG neurons (arrowhead in **E, F**) were reduced (**C, D, G**). *p<0.05, ***p<0.001, two-tailed *t*-test, n = 3–4 animals per genotype. (**H–J**) Current–voltage curves (**H, I**) and a bar graph (**J**) showing a reduced input resistance of DG granule neurons in P21 *Lmx1a*^-/-^ mice. **p<0.01, two-tailed *t*-test, N = 12 DG neurons from n = 5 mice per genotype. (**K–M**) Identification of the dentate neuroepithelium (DNe) by Prox1 immunostaining. Fewer (Prox1+) DNe cells were detected in *Lmx1a^-/-^* mutants at e14.5. ***p<0.001, two-tailed *t*-test, n = 4 embryos per genotype. (**N–Q**) Proliferation (% of BrdU+ cells among DAPI+ cells after a 90 min BrdU pulse [**P]** or the number of BrdU+ cells per 100 μm of the ventricular surface [**Q]**) was reduced in the DNe (identified by Prox1 immunostaining) of e14.5 *Lmx1a^-/-^* embryos. **p<0.01, ***p<0.001, two-tailed *t*-test, n = 4 embryos per genotype. (**R–T**) Arrows indicate activated Caspase 3+ (apoptotic) cells. Apoptosis (% of apoptotic cells among DAPI+ cells) was not different in the DNe of e14.5 *Lmx1a^-/-^* and wild-type embryos. p>0.05, two-tailed *t*-test, n = 4 embryos per genotype. (**U–V’**) By late embryogenesis, cortical hem (CH) transforms into fimbria (Fim). The GFAP+ fimbrial scaffold (open arrowheads) was still present (**U, V**), but the transhilar scaffold was severely diminished in *Lmx1a^-/-^* mice (**U’, V’**). Arrowheads and arrows indicate GFAP+ glial fibers that cross the hilus and enrich at the HF, respectively. Scale bars: 250 μm (**A, B, E, F, U, V**); 100 μm (**K, L, U’, V’**); 60 μm (**N, O, R, S**). Figure 1—source data 1.Data points for Figure 1C, D, G, J, M, P, Q and T.

**Figure 1—figure supplement 1.**
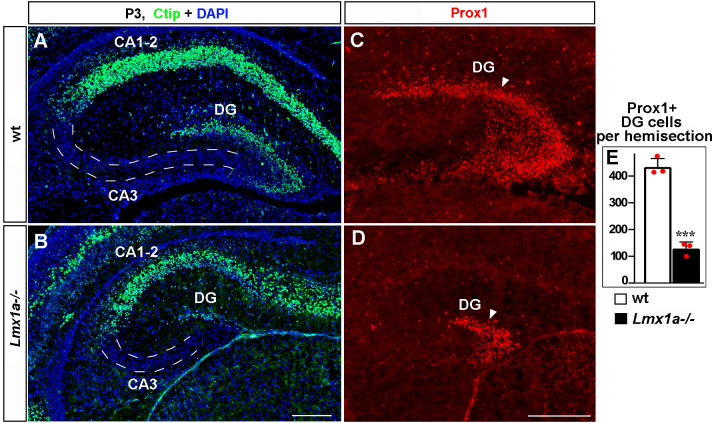
Normal hippocampal patterning but a reduced number of dentate gyrus (DG) neurons in *Lmx1a^-/-^* mice at P3. (**A, B**) Ctip2 immunohistochemistry revealed normal relative location of the DG, CA3, and CA1-2 hippocampal regions in *Lmx1a^-/-^* mice. (**C–E**) The number of Prox1+ DG neurons (arrowhead) was reduced in P3 *Lmx1a^-/-^* mice. ***p<0.01, two-tailed *t*-test, n = 3 mice per genotype. Scale bars: 200 μm. Figure 1—figure supplement 1—source data 1.Data points for Figure 1—figure supplement 1E.

**Figure 1—figure supplement 2.**
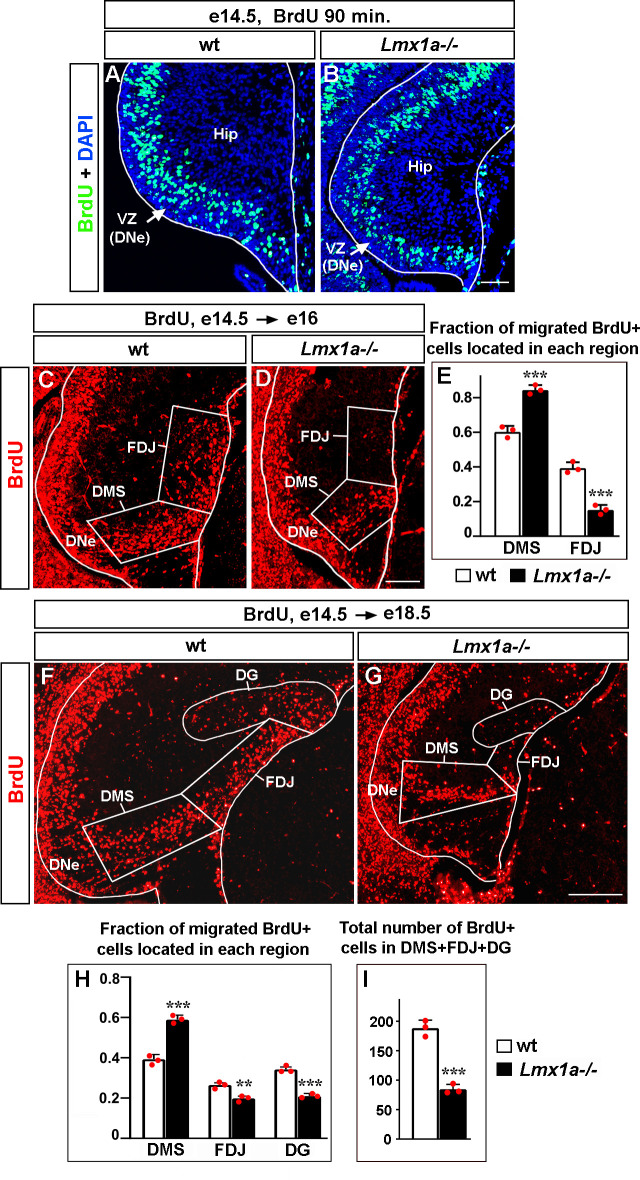
Abnormal distribution of cells migrated from the dentate neuroepithelium (DNe) in *Lmx1a^-/-^* mice. Mice were injected with BrdU at e14.5 to label DNe progenitors and analyzed using immunohistochemistry with antibodies specific for BrdU 90 min after BrdU injection to identify initially labeled cells (**A, B**), or at e16 (**C–E**), and e18.5 (**F–I**) to study the location of BrdU+ migrated cells in the developing hippocampus. (**A, B**) In both wild type and *Lmx1a^-/-^* e14.5 hippocampal primordium (Hip), BrdU injection labeled progenitors located in the ventricular zone, VZ (DNe). (**C–E**) By e16, in wild type mice, BrdU+ cells migrate radially from the DNe into the dorsal migratory stream (DMS) and tangentially along the outer surface of the hippocampal primordium (fimbria-dentate junction region, FDJ). At e16, BrdU+ cells do not populate the dentate gyrus (DG) region as the DG is not yet formed at this developmental stage (**C**). In *Lmx1a^-/-^* mutants, a larger fraction of migrated BrdU+ cells were located in the DMS region and a smaller fraction of them reached the FDJ, compared to wild-type littermates. ***p<0.001, n = 3 embryos per genotype, two-tailed *t*-test. (**F–I**) By e18.5, when DG formation is underway, *Lmx1a^-/-^* mutants exhibited a larger fraction of migrated BrdU+ cells located in the DMS (***p<0.001) and smaller fractions of migrated BrdU+ cells that reached the FDJ (**p<0.01) and DG (***p<0.001), compared to wild-type littermates (**F–H**). n = 3 embryos per genotype, two-tailed *t*-test. The total number of migrated BrdU+ cells (located in the DMS + FDJ + DG regions) was reduced in *Lmx1a^-/-^* embryos relative to wild-type embryos (**I**). ***p<0.001, n = 3 embryos per genotype, two-tailed *t*-test. Scale bars: 50 μm (**A, B**); 100 μm (**C, D**); 200 μm (**F, G**). Figure 1—figure supplement 2—source data 1.Data points for Figure 1—figure supplement 2E, H and I.

**Figure 1—figure supplement 3.**
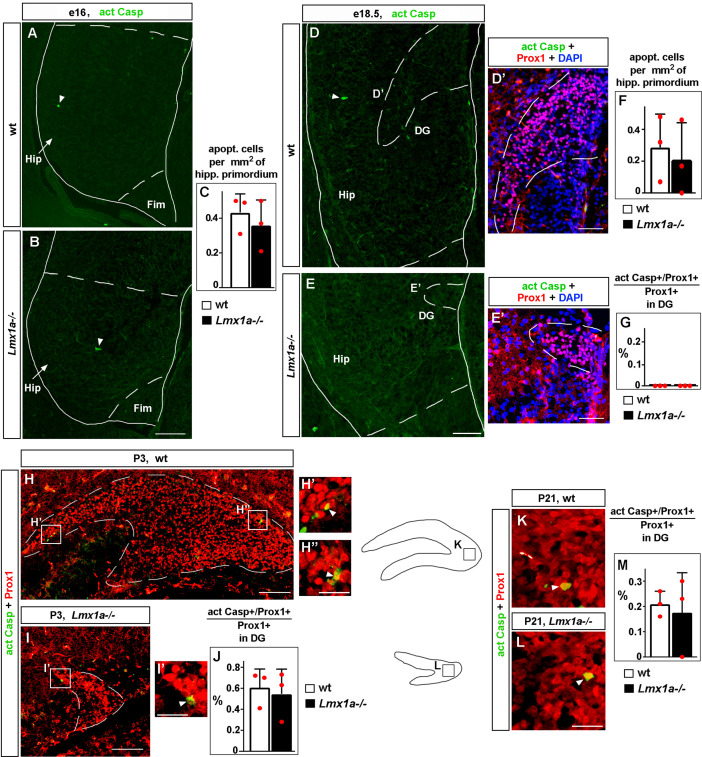
Normal apoptosis in the developing hippocampus in *Lmx1a^-/-^* mice. (**A–G**) Representative images of the hippocampal primordium (Hip; the region, located between the fimbria and hippocampal fissure [HF] that is demarcated in the images by dashed lines) in e16 (**A, B**) and e18.5 (**D, E**) embryos, immunostained with antibodies specific for activated Caspase 3. Arrowheads indicate apoptotic (activated Casp3+) cells. No difference in the number of apoptotic cells per mm^2^ of hippocampal primordium was detected between control and *Lmx1a^-/-^* embryos at any stage (**C, F**); p>0.05, two-tailed *t*-test, n = 3 embryos per genotype. (**D’, E’**) High-magnification images of the dentate gyrus (DG) co-labeled with anti-Prox1 and anti-activated Caspase 3 antibodies at e18.5. We detected no apoptotic Prox1+ DG cells in the DG of control or *Lmx1a^-/-^* embryos at e18.5 (**G**) (no difference between the genotypes), p>0.05, two-tailed *t*-test, n = 3 embryos per genotype. Fim, fimbria. (**H–M**) Representative images of the DG in P3 (**H–I’**) and P21 (**K, L**) mice co-labeled with antibodies specific for Prox1 and activated Caspase 3. Arrowheads indicate apoptotic (activated Casp3+/Prox1+) DG cells. Similar fractions of apoptotic cells were detected in the DG of control and *Lmx1a^-/-^* mice at both P3 (**J**) and P21 (**M**); p>0.05 between the genotypes, two-tailed *t*-test, n = 3 embryos per genotype per stage. Scale bars: 100 μm (**A, B, D, E, H, I**); 50 μm (**D’, E’**); 25 μm (**H’, H’’, I’, K, L**). Figure 1—figure supplement 3—source data 1.Data points for Figure 1—figure supplement 3C, F, G, J and M.

During embryonic development, DG progenitors proliferate in the DNe in the ventricular zone. Immunohistochemistry with antibodies specific for Prox1, which at e14.5 serves as a marker for DNe (Lavado et al., 2010), revealed the presence of fewer DNe cells in *Lmx1a^-/-^* mutants than in their wild-type littermates (Figure 1K–M). A short (90 min) BrdU pulse, used to label cells in the S phase of the cell cycle, revealed a reduced proliferation (Figure 1N–Q), but immunohistochemistry with antibodies specific for activated Caspase 3 revealed no difference in the number of apoptotic cells in the DNe of *Lmx1a^-/-^* embryos relative to their wild-type littermates at this early stage (Figure 1R–T).

Around e14.5, progenitors begin exiting the DNe, forming the dentate migratory stream (DMS) and then migrating to the fimbria-dentate junction (FDJ) and to the DG (Nelson et al., 2020). To study cell migration, we performed BrdU labeling experiments (Cai et al., 2018). Progenitors in the DNe were labeled at e14.5, and the distribution of BrdU-labeled migrated cells was analyzed at e16 and e18.5 (Figure 1—figure supplement 2A–H). In e16 wild-type embryos, we observed a stream of BrdU+ cells that extended via the DMS to FDJ, but not to the DG, which is yet to form at this stage (Figure 1—figure supplement 2C). Compared to wild-type controls, in *Lmx1a* mutants, a larger fraction of migrated BrdU+ cells was located at the beginning of their migratory route (DMS), and fewer of them were found in the FDJ (Figure 1—figure supplement 2C–E). In control embryos, at e18.5, BrdU+ cells were found in the DMS, FDJ, and DG regions (Figure 1—figure supplement 2F). Similar to e16, at e18.5, *Lmx1a* mutants exhibited a larger fraction of migrated BrdU+ cells in the DMS, and smaller fractions of BrdU+ cells in the FDJ and DG regions (Figure 1—figure supplement 2F–H), suggesting a migration abnormality. The total number of migrated BrdU+ cells (i.e., those located in the DMS + FDJ + DG regions) was significantly lower in *Lmx1a^-/-^* embryos compared to wild-type controls (Figure 1—figure supplement 2F, G and I), which is consistent with a reduced number of Prox1+ DNe progenitors and reduced DNe proliferation in *Lmx1a^-/-^* mutants (Figure 1K–Q).

Fimbrial and transhilar glial scaffolds are necessary for the migration of progenitors from the DNe to DG (Caramello et al., 2021; Hevner, 2016; Hodge et al., 2013). While the fimbrial scaffold appeared grossly normal, the transhilar scaffold was diminished in e18.5 *Lmx1a* mutants (Figure 1U–V’). Analysis of apoptosis using anti-activated Caspase 3 immunohistochemistry at late embryonic (e16, e18.5) and postnatal (P3, P21) stages, when migration from the DNe occurs and/or the DG is forming, revealed no difference between control and *Lmx1a^-/-^* mice (Figure 1—figure supplement 3). Taken together, our data indicate that proliferation and, likely, migration abnormalities, but not elevated apoptosis, contribute to DG deficits in *Lmx1a^-/-^* mice.

### Reduced exit of CH progenitors from the cell cycle and compromised migration of CH-derived CR cells in *Lmx1a^-/-^* mice

Next, we analyzed CH, where *Lmx1a* is expressed during embryogenesis. A short BrdU pulse and anti-activated Caspase 3 immunohistochemistry (Ivaniutsin et al., 2009; Miquelajauregui et al., 2007) revealed normal proliferation and apoptosis in the CH of *Lmx1a* mutants (Figure 2—figure supplement 1). In contrast, BrdU/Ki67 immunohistochemistry after a 24 hr BrdU pulse (Chizhikov et al., 2019) revealed a smaller fraction of progenitors exiting the cell cycle in *Lmx1a^-/-^* embryos (Figure 2A–C), suggesting that *Lmx1a* is required for normal differentiation of CH progenitors.

**Figure 2.**
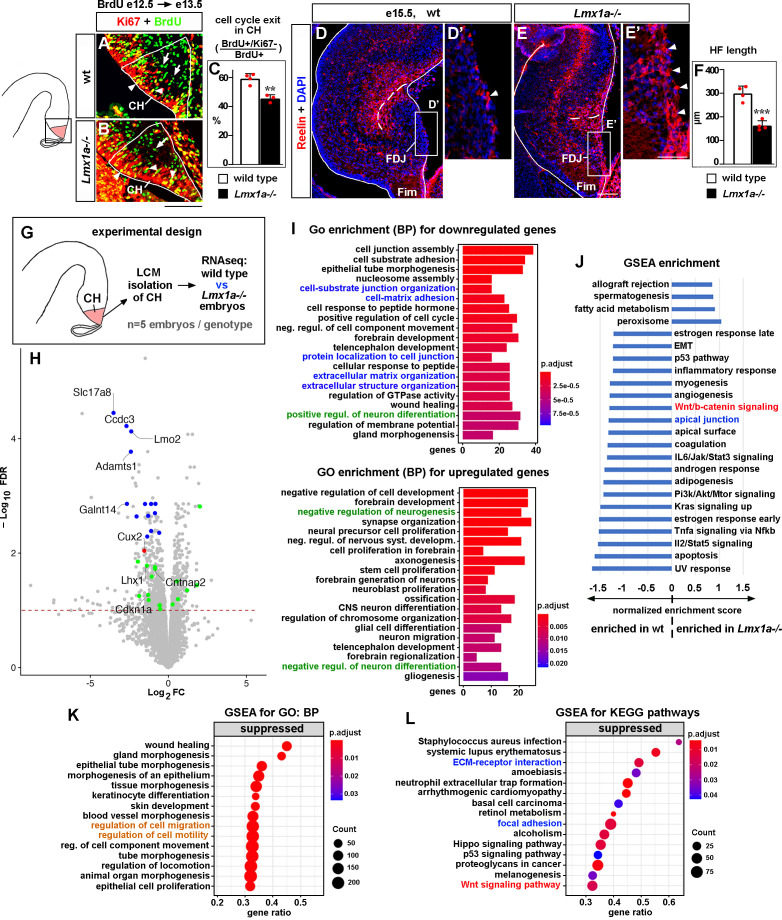
Developmental processes compromised in the cortical hem (CH) of *Lmx1a^-/-^* mice. (**A–C**) A reduced fraction (%) of progenitors exited the cell cycle in the CH of *Lmx1a^-/-^* embryos. 24 hr after BrdU injection, progenitors that exited the cell cycle were BrdU+/Ki67- (green, arrows); progenitors that re-entered the cell cycle were BrdU+/Ki67+ (yellow, arrowheads). **p<0.01, two-tailed *t*-test, n = 3–4 embryos per genotype. (**D–F**) By e15.5, in wild-type embryos, many Cajal–Retzius (CR) cells have already migrated into the hippocampal fissure (HF) area, and few CR cells remain at the fimbria-dentate junction (FDJ) surface (**D, D’**, arrowhead). In contrast, many CR cells were still located at the FDJ surface in *Lmx1a^-/-^* littermates (**E, E’**, arrowheads), which was associated with a reduced HF length (dashed line in **D–F**). ***p<0.001, two-tailed *t*-test, n = 4 embryos per genotype. (**G**) Experimental design for RNAseq analysis. (**H**) Volcano plot of transcripts detected by RNAseq. Transcripts above the dashed line (false discovery rate [FDR] = 0.1) were considered differentially expressed in *Lmx1a^-/-^* CH. CH markers, identified among the 100 most misregulated genes, are shown in blue (also see Figure 2—figure supplement 3); genes associated with CR cells (Franzén et al., 2019; Li et al., 2021) are shown in green; the only previously identified *Lmx1a* target in the CH, *Cux2* (Fregoso et al., 2019), is shown in red. (**I**) GO (biological process, BP) enrichment analysis for the genes differentially expressed in *Lmx1a^-/-^* CH. (**J**) Pathways enriched in wild-type and *Lmx1a^-/-^* CH based on Gene Set Enrichment Analysis (GSEA) of RNAseq data. (**K, L**) Top 15 pathways/processes suppressed in the *Lmx1a^-/-^* CH based on GSEA for GO (BP) and GSEA for Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses. Processes/pathways related to neuronal differentiation, cell migration, Wnt signaling, and tissue integrity are highlighted in green, orange, red, and blue, respectively. Scale bars: 100 μm (**A, B, D, E**); 50 μm (**D’, E’**). Figure 2—source data 1.Data points for Figure 2C and F.

**Figure 2—figure supplement 1.**
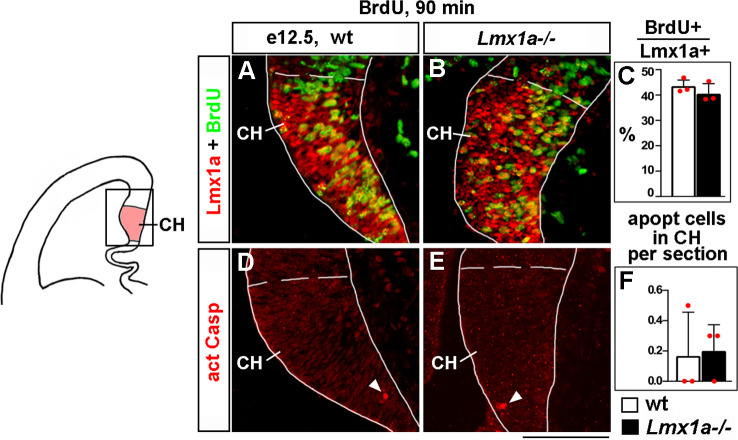
Normal proliferation and apoptosis in the cortical hem (CH) of *Lmx1a^-/-^* embryos at e12.5. (**A–C**) Proliferation (% of BrdU+ cells in the CH after a 90 min BrdU pulse) was similar in wild-type and *Lmx1a^-/-^* embryos. p>0.05, two-tailed *t*-test, n = 3 embryos per genotype. Lmx1a immunohistochemistry was used to identify the CH (outlined by dashed line). (Note that in our *Lmx1a^-/-^* mice, *Lmx1a* is inactivated by a point mutation in the *dr^J^* allele [Chizhikov et al., 2006; Deng et al., 2011], which leads to the production of inactive Lmx1a protein detectable by immunohistochemistry.) (**D–F**) The number of apoptotic (activated Caspase 3+) cells in the CH was similar in *Lmx1a^-/-^* and wild-type embryos. p>0.05, two-tailed *t*-test, n = 3 embryos per genotype. Scale bars: 100 μm. Figure 2—figure supplement 1—source data 1.Data points for Figure 2—figure supplement 1C and F.

**Figure 2—figure supplement 2.**
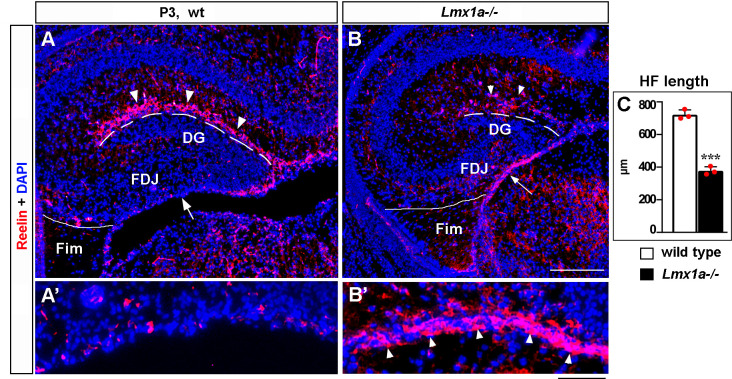
Abnormal distribution of Cajal–Retzius (CR) cells in P3 *Lmx1a^-/-^* mice. (**A–B’**) In P3 wild-type mice, many CR cells populate the hippocampal fissure (HF) and virtually none of them remain at the fimbria-dentate junction (FDJ) surface (**A, A’**). In contrast, many CR cells were still located at the FDJ surface in *Lmx1a^-/-^* littermates (**B, B’**), which was associated with a reduced HF length (dashed line in **A–C**). ***p<0.001, two-tailed *t*-test, n = 3 mice per genotype. Fim, fimbria. The FDJ surface is indicated by an arrow in (**A, B**) and is shown at higher magnification in (**A’, B’**). Arrowheads indicate (Reelin+) CR cells. Scale bars: 200 μm (**A, B**); 50 μm (**A’, B’**). Figure 2—figure supplement 2—source data 1.Data points for Figure 2—figure supplement 2C.

**Figure 2—figure supplement 3.**
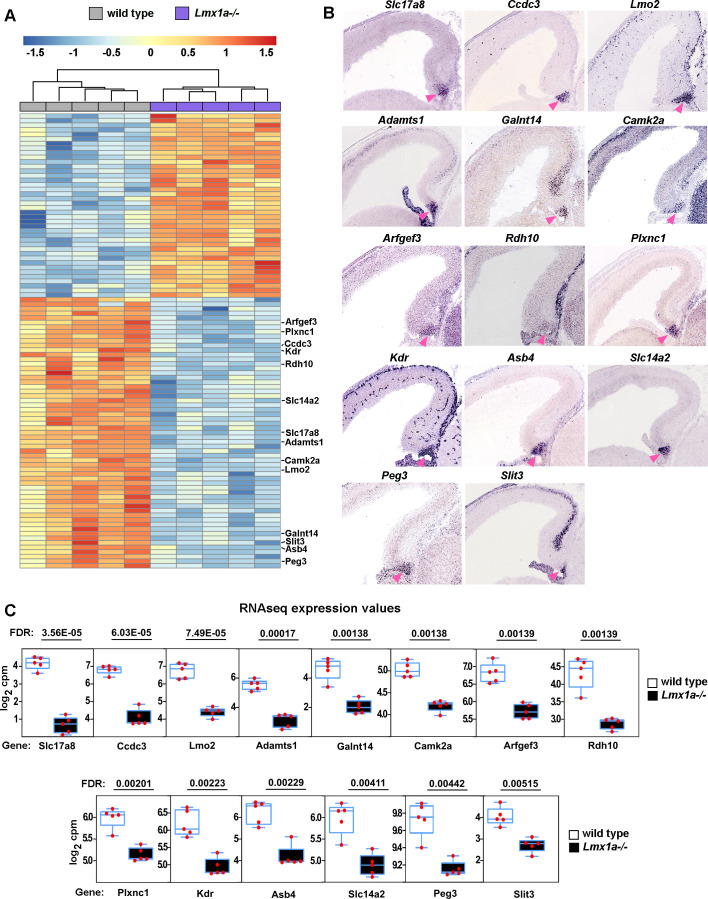
Reduced expression of cortical hem (CH) markers in *Lmx1a^-/-^* embryos. (**A**) Hierarchical clustering heatmap of 100 transcripts whose expression is most significantly misregulated in the CH of e13.5 *Lmx1a^-/-^* embryos relative to wild-type littermates. A search of publicly accessible in situ hybridization databases identified 14 of these transcripts as specifically or predominantly expressed in the CH (listed on the right). (**B**) In situ hybridization images showing predominant CH expression of these 14 genes in e14.5 wild-type embryos. The CH is indicated by the pink arrowhead. All the images are from the Gene Paint database (Visel et al., 2004; https://gp3.mpg.de/). (**C**) Normalized read counts from the RNAseq experiment (Figure 2G and H) for the above genes. Genes are listed from most to least significantly misregulated in the CH of *Lmx1a^-/-^* embryos. False discovery rate (FDR) values are shown above the genes.

**Figure 2—figure supplement 4.**
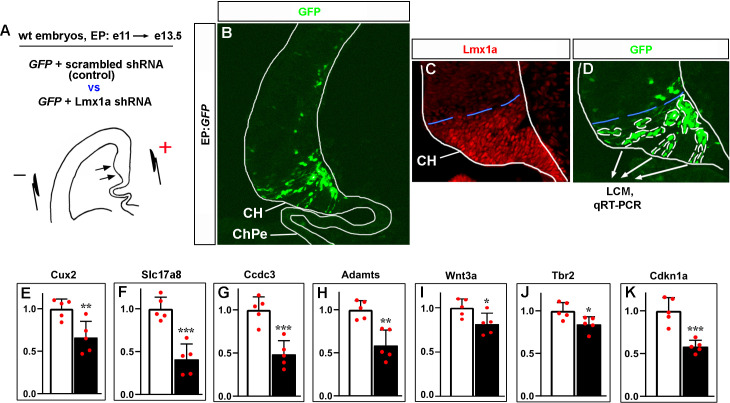
*Lmx1a* downregulation specifically in the cortical hem (CH) reduces the expression of CH markers and key CH developmental genes. (**A–D**) Experimental design. The CH area of wild-type e11 embryos was in utero electroporated with plasmids encoding GFP+ scrambled shRNA (controls) or GFP+ previously validated Lmx1a shRNA (Fregoso et al., 2019) (experimental embryos), by placing electrodes as shown in the schematic (**A**). Negatively charged DNA moves toward the positive electrode (arrows) entering the CH. Embryos were collected at e13.5, serially coronally sectioned, and those demonstrating GFP expression in the CH but not in the choroid plexus epithelium (ChPe) (the only telencephalic structure beyond the CH that expresses *Lmx1a*) were used for analysis (see an example in panel **B**). All GFP+ cells in the CH (outlined by white dashed lines in panel **D**) from five sections per embryo were isolated by laser capture microdissection (LCM) and used for qRT-PCR analysis. The blue dashed line shows the dorsal boundary of the CH, which was determined using adjacent Lmx1a-immunostained sections (**C**). Panel (**D**) shows a higher magnification of the CH area of the section shown in panel (**B**). (**E–K**) qRT-PCR analysis revealed that targeting of *Lmx1a* in the CH reduces expression of key CH markers and CH developmental genes. p-Values are shown above each gene, ***p<0.001, **p<0.01, *p<0.05, two-tailed *t*-test, n = 5 embryos per condition. A direct Lmx1a downstream target *Cux2* (Fregoso et al., 2019) was used as a positive control to confirm the disruption of Lmx1a function in these experiments (**E**). Figure 2—figure supplement 4—source data 1.Data points for Figure 2—figure supplement 4E–K.

Since CH progenitors differentiate into CR cells (Dixit et al., 2011; Gu et al., 2011), we studied CR cells. After exiting the CH, CR cells first migrate tangentially along the FDJ and then radially into the hippocampal field to form the HF (Causeret et al., 2021). Immunohistochemistry against the CR cell marker Reelin (Hodge et al., 2013; Ledonne et al., 2016; Siegenthaler and Miller, 2008) revealed that in e15.5 wild-type embryos many CR cells have populated the HF and few remained at the FDJ. In contrast, in *Lmx1a^-/-^* littermates, many CR cells were still at the FDJ, and the HF was abnormally short (Figure 2D–F). CR cell distribution and HF abnormalities persisted at P3 (Figure 2—figure supplement 2), indicating that loss of *Lmx1a* leads to severe long-lasting deficits in the migration of CR cells.

### Genes and developmental processes misregulated in the CH of *Lmx1a^-/-^* mice based on RNAseq analysis

To identify CH genes regulated by *Lmx1a*, we performed RNAseq analysis. 

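RNA of the laser-captured CH was sequenced at e13.5, with 1 library per embryo, from 5 wild-type embryos and 5 embryos homozygous for the *drJ* allele of *Lmx1a*. The authors trimmed the paired reads, aligned them to GRCm38 with STAR, counted reads per Ensembl gene with HTSeq and deposited the counts without normalization. The deposited table has 52508 rows, of which 281 are exact repeats of another row, and each gene was used once. Between 19407267 and 33130138 reads per wild-type library (median 26931558) and between 19145952 and 36462780 per *Lmx1a-/-* library (median 28297001) were counted on genes. Mitochondrial genes took 20.6% to 27.6% of the counts of a library. The 21664 genes with at least 10 counts in at least 3 libraries were tested, which is the filter of the paper's methods. Counts were scaled by TMM and compared between genotypes with edgeR's quasi-likelihood test, and a Benjamini-Hochberg false discovery rate (FDR) under 0.1 was the threshold. The paper's text names edgeR but not which of its tests was used. Levels are normalized CPM, the unit the paper uses, given as mean ± SD over embryos. The standard error (SE) of a log2 fold change is its size divided by the square root of the F statistic.
The paper states that males and females were used, and the transcripts of the sex chromosomes were unevenly spread over the genotypes. Before TMM scaling, *Xist*, which the inactive X chromosome transcribes, stood at 5072, 4515, 5018 and 5127 CPM in wild-type embryos 2, 3, 4 and 5. It stood at 0.982 CPM in wild-type embryo 1 and between 0.157 and 1.1 CPM in the 5 *Lmx1a-/-* embryos. The Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were at 63.9, 67.1, 118 and 83.5 CPM in wild-type embryo 1 and higher in each *Lmx1a-/-* embryo, while in wild-type embryos 2 to 5 none exceeded 0.06 CPM. Apart from wild-type embryo 1, a difference between the genotypes is therefore also a difference between embryos without and with Y-linked transcripts.

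**Figure D1:**
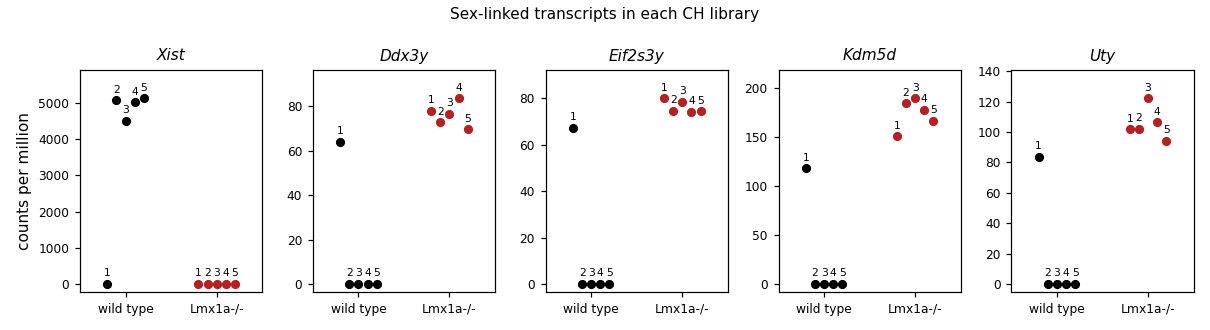
Levels of *Xist* and of the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, in CPM, in each CH library at e13.5, where digits are embryo numbers within a genotype. Wild-type embryo 1 lies with the *Lmx1a-/-* embryos, and wild-type embryos 2 to 5 lie apart from them.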

For these experiments, we isolated CH by laser capture microdissection (LCM) from wild-type and *Lmx1a^-/-^* embryos at e13.5, when the hippocampus begins to develop, and the CR cells that populate the HF emerge from the CH (Gu et al., 2011; Nelson et al., 2020). 

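*Lmx1a* itself (ENSMUSG00000026686, chromosome 1 of GRCm38, 167689237 to 167848741) was transcribed in both genotypes, at 71.2 ± 18.2 CPM in wild-type and 114 ± 21 CPM in *Lmx1a-/-* CH (SD, n = 5 embryos each). Wild-type embryos 1 to 5 had 79.8, 80, 45.6, 59.7 and 90.8 CPM, and *Lmx1a-/-* embryos 1 to 5 had 89.9, 101.8, 122, 145 and 111 CPM. The log2 fold change was 0.68 (SE 0.17, edgeR quasi-likelihood FDR = 0.0658). The counts do not separate transcripts of the *drJ* allele from wild-type ones.
Of the 21664 genes tested, 870 passed the threshold, of which 497 were lower and 373 were higher in *Lmx1a-/-* CH. Of all genes tested, 961 (4.44%) had all libraries of one genotype above all of the other, which chance gives for 0.794%. The alternatives that moved these counts most were covariates. With the mean level of choroid plexus transcripts as a covariate there were 9 lower and 7 higher genes and 1243 genes with an unadjusted p under 0.05. With the *Xist* level as a covariate, 26 genes were lower and 1 was higher. Both covariates follow the genotype closely (r = -0.835 and -0.829 over the 10 libraries). Without *Lmx1a-/-* embryo 4 there were 261 lower and 190 higher genes, the fewest of the fits that left out 1 embryo. Among genes whose libraries did not overlap, those with the smallest p were *Socs2* (log2 fold change -1.47, SE 0.089), *Slc17a8*, *Zfp804b*, *Lmo2* and *Adamts1* for lower genes. Of these, *Zfp804b* fell from 20.8 ± 5.5 to 0.446 ± 0.309 CPM. For higher genes they were *Fezf2* (log2 fold change 1.26, SE 0.11), *Dgkb* (1.55, SE 0.14), *Pde4b* (1.40, SE 0.14), *Sorcs1* (1.66, SE 0.17) and *Frzb* (1.95, SE 0.22).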

We found that 612 genes were significantly downregulated, and 457 genes were significantly upregulated in the CH of *Lmx1a* mutants compared to wild-type littermates (Figure 2G and H). Notably, these genes included *Cux2* (Figure 2H, red dot), the only previously known *Lmx1a* downstream gene in the CH (Fregoso et al., 2019), validating our experimental approach.

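*Cux2* (ENSMUSG00000042589, chromosome 5 of GRCm38, 121856366 to 122050102) had 69.8 ± 25 CPM in wild-type and 24 ± 8.42 CPM in *Lmx1a-/-* CH (SD, n = 5 embryos each). The log2 fold change was -1.54 (SE 0.27, edgeR quasi-likelihood FDR = 0.00946). Wild-type embryos ranged from 37.3 to 98.3 CPM and mutant embryos from 16.1 to 37.6 CPM, so that the ranges overlapped at wild-type embryo 3. *Cux2* passed the threshold in each of the 10 fits without 1 embryo (log2 fold change from -1.76 to -1.39). It did not pass with the *Xist* covariate (-1.61, edgeR quasi-likelihood FDR = 0.245) or the choroid plexus covariate (-0.37, edgeR quasi-likelihood FDR = 0.948).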

Of the 100 genes most misregulated in *Lmx1a^-/-^* CH (false discovery rate [FDR] < 0.05), 55 had in situ hybridization images in public databases (Gene Paint, Eurexpress, Allen Brain Atlas). 

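The genes *Slc17a8*, *Ccdc3*, *Lmo2*, *Adamts1*, *Galnt14*, *Camk2a*, *Arfgef3*, *Rdh10*, *Plxnc1*, *Kdr*, *Asb4*, *Slc14a2*, *Peg3* and *Slit3* were all lower in *Lmx1a-/-* CH, with a median log2 fold change of -1.41. For all 14 genes, every wild-type library lay above every mutant library. *Slc17a8* (ENSMUSG00000019935, chromosome 10 of GRCm38, 89574020 to 89621253) fell from 22.9 ± 5.51 to 2.01 ± 0.665 CPM (SD, n = 5 embryos each), a log2 fold change of -3.51 (SE 0.25, edgeR quasi-likelihood FDR = 2.32e-05). *Lmo2* (ENSMUSG00000032698, chromosome 2, 103957986 to 103981878) fell from 138 ± 40.5 to 26.7 ± 4.86 CPM, a log2 fold change of -2.37 (SE 0.20, edgeR quasi-likelihood FDR = 8.76e-05). The smallest change was that of *Peg3*, from 1057 ± 139 to 708 ± 46.6 CPM (log2 fold change -0.58, SE 0.091). Of the 14 genes, 13 were among the 100 genes with the smallest p, and *Slit3* ranked 105. All 14 passed the threshold over all genes tested and also adjusted over the list alone, which is not independent evidence because the study chose the genes on these embryos. All 14 also passed in each fit without 1 embryo. With the *Xist* covariate 8 of them passed and with the choroid plexus covariate 3 passed, and all 14 kept their direction in both. For *Asb4*, *Lmx1a-/-* embryo 5 had 43 CPM, while the other mutant embryos had 19 to 19.9 CPM.

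**Figure D2:**
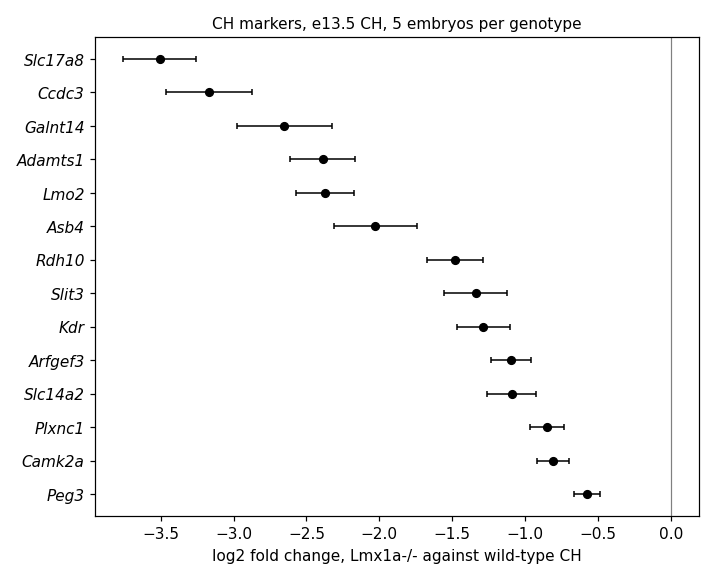
Log2 fold changes of the 14 genes in *Lmx1a-/-* against wild-type CH at e13.5, with bars of 1 SE, where filled circles have an edgeR quasi-likelihood FDR under 0.1. All 14 lie below 0, from -0.58 for *Peg3* to -3.51 for *Slc17a8*.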

Interestingly, 14 of these genes (~25%) were specifically or predominantly expressed in the CH and were downregulated in *Lmx1a* mutants (Figure 2H, blue dots, and Figure 2—figure supplement 3), including a previously described CH marker *Lmo2* (Mangale et al., 2008) and 13 novel CH markers (*Slc17a8*, *Ccdc3*, *Adamts1*, *Galnt14*, *Camk2a*, *Arfgef3*, *Rdh10*, *Plxnc1*, *Kdr*, *Asb4*, *Slc14a2*, *Peg3*, and *Slit3*). Functionally, these genes varied considerably, ranging from transcription factors (*Lmo2*) to transporters of molecules (*Slc17a8, Slc14a2*) to lipid and carbohydrate metabolism regulators (*Ccdc3, Rhd10*) to transmembrane receptors (*Plxnc1*).

Having observed CR cell abnormalities in *Lmx1a* mutants (Figure 2D–E’), we studied whether our newly identified Lmx1a downstream targets include genes associated with CR cells, taking advantage of recently identified datasets of genes enriched in CR cells (Franzén et al., 2019; Li et al., 2021). 

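Of the CR cell-enriched genes *Car10*, *Lhx1*, *Trp73*, *Cntnap2*, *Reln*, *Cdkn1a*, *Chst8*, *Spock1*, *Akap6*, *Cacna2d2* and *Eomes* (*Tbr2*), all 11 had a lower mean in *Lmx1a-/-* CH and 8 passed the threshold. *Car10* (ENSMUSG00000056158, chromosome 11 of GRCm38, 93098028 to 93601749) fell from 11.9 ± 4.43 to 3.06 ± 1.67 CPM (SD, n = 5 embryos each), a log2 fold change of -1.95 (SE 0.37, edgeR quasi-likelihood FDR = 0.0155). *Reln* (ENSMUSG00000042453, chromosome 5, 21884454 to 22344702) fell from 199 ± 64.7 to 95.8 ± 26.4 CPM, a log2 fold change of -1.06 (SE 0.23, edgeR quasi-likelihood FDR = 0.0308). *Cacna2d2* (log2 fold change -0.56, edgeR quasi-likelihood FDR = 0.113), *Akap6* (-0.53, edgeR quasi-likelihood FDR = 0.116) and *Eomes* did not pass. *Chst8* passed, at 5.67 ± 3.72 and 1.55 ± 0.661 CPM.
The genes *Tmem163*, *Sema6a*, *Lhx5*, *Lingo1*, *Edil3* and *Mapk8* all had a higher mean in *Lmx1a-/-* CH, and 5 of the 6 passed. *Tmem163* (ENSMUSG00000026347, chromosome 1, 127486546 to 127679548) rose from 2.09 ± 0.543 to 8.47 ± 2.13 CPM, a log2 fold change of 2.01 (SE 0.25, edgeR quasi-likelihood FDR = 0.00147). *Mapk8* did not pass, at 76.8 ± 2.9 and 93.2 ± 9.57 CPM (log2 fold change 0.28, SE 0.081, edgeR quasi-likelihood FDR = 0.102). Adjusted over the list alone, 11 of the 11 lower and 6 of the 6 higher genes passed, which is not independent evidence because they were reported from these embryos. The number of lower genes past the threshold was 5 without wild-type embryo 1 or without *Lmx1a-/-* embryo 4. The number of higher genes was 3 without wild-type embryo 2, without wild-type embryo 4 or without *Lmx1a-/-* embryo 4. With the *Xist* or the choroid plexus covariate, 0 of these genes passed. Both covariates follow the genotype closely, and over the 870 genes past the threshold the median SE rose from 0.182 to 0.317 and 0.308. A failure to pass in these fits therefore does not show that a difference is absent.

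**Figure D3:**
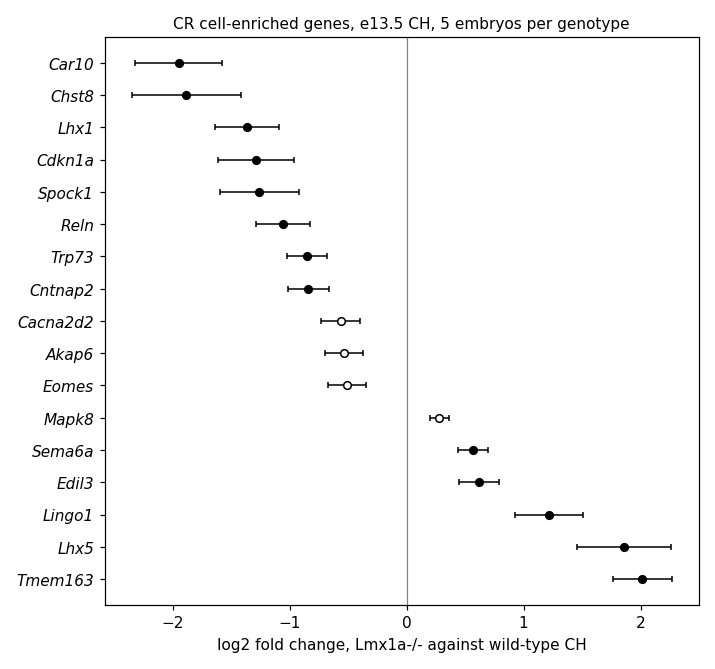
Log2 fold changes of the 17 CR cell-enriched genes in *Lmx1a-/-* against wild-type CH at e13.5, with bars of 1 SE, where filled circles have an edgeR quasi-likelihood FDR under 0.1 and open circles do not. Of the filled circles, 8 lie below 0 and 5 above it.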

Eleven known CR cell-enriched genes were downregulated (*Car10*, *Lhx1*, *Trp73*, *Cntnap2*, *Reln*, *Cdkn1a*, *Chst8*, *Spock1*, *Akap6*, *Cacna2d2*, and *Tbr2*) and six were upregulated (*Tmem163*, *Sema6a*, *Lhx5*, *Lingo1*, *Edil3*, and *Mapk8*) in the CH of *Lmx1a^-/-^* embryos (green dots in Figure 2H). Thus, loss of *Lmx1a* diminishes the expression of a diverse set of CH markers and compromises the expression of CR cell-associated genes in the CH.

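Tested as sets with camera, the CH markers (FDR = 1.35e-69 over the 21 lists tested) and the lower CR genes (camera FDR = 1.43e-15) were down, and the higher CR genes (camera FDR = 6.60e-11) were up in *Lmx1a-/-* CH. These lists also passed under fry, with FDRs of 0.000109, 0.000348 and 2.07e-06, and under camera with an estimated correlation, with FDRs of 0.00125, 0.00257 and 0.00125. The lists were drawn by the study from these libraries, so the tests restate the calls of single genes. From the lower CH markers and the changed CR cell-enriched genes, the paper concludes that loss of *Lmx1a* diminishes diverse CH markers and compromises genes of CR cells.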

To further test for an intrinsic role of *Lmx1a* in the CH, we in utero electroporated the CH of e11 wild-type embryos with either previously validated anti-*Lmx1a* shRNA (Fregoso et al., 2019) or control shRNA together with GFP. At e13.5, GFP+ cells in the CH were isolated by LCM, and gene expression was analyzed by qRT-PCR (Figure 2—figure supplement 4). In these experiments, we confirmed the downregulation of all seven tested Lmx1a downstream targets, identified by RNAseq, including both CH and CR markers/key developmental genes (see below) (Figure 2—figure supplement 4E–K), supporting an intrinsic function of *Lmx1a* in the CH.

To gain further insight into the developmental processes and pathways affected in the CH by Lmx1a loss, we performed bioinformatics analysis of our RNAseq data (Figure 2I–L). Interestingly and consistently with a reduced cell cycle exit of CH progenitors (Figure 2A–C), Gene Ontology (GO) enrichment analysis revealed that the ‘positive regulation of neuronal differentiation’ category was overrepresented in genes significantly downregulated, while the ‘negative regulation of neurogenesis’ and ‘negative regulation of neuronal differentiation’ categories were overrepresented in genes significantly upregulated in the CH of *Lmx1a^-/-^* embryos (Figure 2I, highlighted in green). 

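The gene sets of the paper were not used here, and lists written by hand stand for their themes. Of 39 tested genes that promote neuronal differentiation, 6 were lower and 2 were higher in *Lmx1a-/-* CH past the threshold, or 8 and 5 adjusted over the list alone. Genes with a small p included *Ntrk2*, *Trp73*, *Lhx1* and *Bmp7*. *Ntrk2* (ENSMUSG00000055254, chromosome 13 of GRCm38, 58806569 to 59133970) fell from 121 ± 23.1 to 66.1 ± 8.43 CPM (SD, n = 5 embryos each, log2 fold change -0.87, SE 0.13). As a set the list did not shift (median log2 fold change 0.024, camera FDR = 0.204, fry FDR = 0.438). Of 33 tested genes that restrain neurogenesis, 3 were higher and 3 were lower, or 7 and 6 adjusted over the list alone. In this list the smallest p belonged to *Hey1*, *Fgfr3*, *Id2*, *Nr2e1* and *Id1*. *Hey1* (ENSMUSG00000040289, chromosome 3, 8663359 to 8667256) rose from 72.7 ± 10.8 to 112 ± 9.03 CPM (log2 fold change 0.62, SE 0.10). This list did not shift either (median 0.080, camera FDR = 0.161, fry FDR = 0.11). Among the fits that each left out 1 embryo, the first list passed 0.05 only without wild-type embryo 4 (camera FDR = 0.0177) and the second only without wild-type embryo 3 (camera FDR = 0.0436). These tests ask whether a list shifts, not whether the called genes are overrepresented in it.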

Consistent with the abnormal distribution of CR cells (Figure 2D–E’), Gene Set Enrichment Analysis (GSEA) for GO revealed that ‘regulation of cell migration’ and ‘regulation of cell motility’ processes were suppressed in *Lmx1a^-/-^* mutants (Figure 2K, highlighted in orange). In addition, the GSEA revealed enrichment of Wnt/β-catenin signaling in wild-type relative to *Lmx1a^-/-^* CH (Figure 2J). Similarly, GSEA for Kyoto Encyclopedia of Genes and Genomes (KEGG) revealed suppressed Wnt signaling in the CH of *Lmx1a* mutant mice (Figure 2L, highlighted in red). 

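In a list of 78 tested genes of neuronal migration and guidance (semaphorins, plexins, slits, robos, ephrins, netrins, their receptors, and the chemokine and reelin pathways), 54 were lower in *Lmx1a-/-* CH, with a median log2 fold change of -0.15 (camera FDR = 0.0252). The list passed 0.05 under fry (FDR = 0.0265) but not under camera with an estimated correlation (FDR = 0.132). It also did not pass without wild-type embryo 1, wild-type embryo 3 or *Lmx1a-/-* embryo 4 (camera FDR = 0.0708, 0.107 and 0.0683). Past the threshold over all genes, 6 of its genes were lower and 3 were higher, or 10 and 5 adjusted over the list alone. The smallest p belonged to *Unc5c*, *Plxnc1*, *Slit3*, *Dab1* and *Slit2*. The netrin receptor gene *Unc5c* (ENSMUSG00000059921, chromosome 3 of GRCm38, 141465216 to 141834924) fell from 139 ± 38.4 to 37.7 ± 7.2 CPM (SD, n = 5 embryos each, log2 fold change -1.88, SE 0.19, edgeR quasi-likelihood FDR = 0.000348). Of the list, 4 genes are also CH markers or CR cell-enriched genes of the paper. The Reactome sets Axon guidance (267 genes, median log2 fold change -0.049, camera FDR = 0.516), Semaphorin interactions (camera FDR = 0.841) and SEMA3A-Plexin repulsion signaling (camera FDR = 0.794) did not pass 0.05. Netrin-1 signaling (41 genes, median log2 fold change -0.0875) did not pass by camera (FDR = 0.0666). It passed 0.05 under fry (FDR = 0.0483) but not under camera with an estimated correlation (FDR = 0.704).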

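In a list of 67 tested Wnt ligands, receptors, transducers and modulators, 48 genes were lower in *Lmx1a-/-* CH, with a median log2 fold change of -0.25 (camera FDR = 0.00589). The 15 Wnt ligands alone had a median of -0.88 and 12 were lower (camera FDR = 0.000105). Of these ligands, 7 exceeded 10 CPM in wild-type CH and 3 are genes the paper names. Another list also holds all 15 ligands, and 10 of the 13 genes given next, so the Wnt tests are not independent. Of 13 genes that canonical Wnt signaling often activates, 11 were lower, with a median of -0.37 (camera FDR = 0.0591). Among these, *Nkd1* (ENSMUSG00000031661, chromosome 8 of GRCm38, 88521354 to 88594884) passed the threshold over all genes, falling from 117 ± 31.3 to 59.5 ± 10.9 CPM (SD, n = 5 embryos each, log2 fold change -0.98, SE 0.17, edgeR quasi-likelihood FDR = 0.0084). *Znrf3*, the gene of this list with the next smallest p, rose from 126 ± 15 to 158 ± 17 CPM with every mutant library above every wild-type library (log2 fold change 0.33, SE 0.098, edgeR quasi-likelihood FDR = 0.108). Adjusted over this list alone, 1 gene was lower and 1 was higher. *Axin2* did not pass (238 ± 58.1 and 181 ± 32.3 CPM, log2 fold change -0.39, SE 0.17, edgeR quasi-likelihood FDR = 0.261). *Frzb*, which encodes a secreted Wnt antagonist, rose from 10.3 ± 3.74 to 39.9 ± 4.83 CPM. Under fry the ligands (FDR = 0.0282) and the activated genes (FDR = 0.0354) passed 0.05 and the longer list did not (FDR = 0.0682). Under camera with an estimated correlation, which gave FDRs of 0.21, 0.132 and 0.155 for the long list, the ligands and the activated genes, none passed. Adjusted over the list alone, 12 genes of the long list were lower and 4 higher, against 4 and 2 over all genes. Of 879 Reactome sets, WNT ligand biogenesis and trafficking (21 genes, camera FDR = 0.0181) was lower. Also lower was negative regulation of TCF-dependent signaling by WNT ligand antagonists (11 genes, median log2 fold change -0.75, camera FDR = 0.0181). Neither set passed 0.05 under fry (FDR = 0.0917 and 0.0587) or with an estimated correlation (FDR = 0.704 for both). The second set is named for a process, so its lower level does not show that the antagonist genes were lower. Signaling by Wnt (219 genes, camera FDR = 0.196) did not pass 0.05 by camera.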

Finally, GO enrichment, GSEA, and GSEA for KEGG analyses predicted compromised cell–cell and cell–extracellular matrix adhesion in *Lmx1a^-/-^* CH (Figure 2I, J and L, related processes are highlighted in blue), suggesting that abnormal cell adhesion contributes to previously reported aberrant dispersion of *Lmx1a*-lineage cells into the adjacent hippocampus in *Lmx1a* mutants (Chizhikov et al., 2010). Thus, *Lmx1a* is required for normal expression of diverse CH markers and CR cell genes, and our bioinformatics analysis supports the role of *Lmx1a* in the differentiation and migration of CR cells, and canonical Wnt signaling.

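In a list of 121 tested laminins, integrins, collagens, cadherins and other matrix and adhesion genes, 84 were lower in *Lmx1a-/-* CH, with a median log2 fold change of -0.29 (camera FDR = 0.000529). The list did not pass 0.05 under fry (FDR = 0.0682) or under camera with an estimated correlation (FDR = 0.21). Past the threshold over all genes, 9 of its genes were lower and 3 were higher, or 36 and 12 adjusted over the list alone. *Col11a1* (ENSMUSG00000027966, chromosome 3 of GRCm38, 114030540 to 114220718) fell from 77 ± 9.22 to 46.2 ± 6.08 CPM (SD, n = 5 embryos each, log2 fold change -0.74, SE 0.11, edgeR quasi-likelihood FDR = 0.00367). *Lamc1* (log2 fold change -0.55, SE 0.094) and *Lamb1* (-0.80, SE 0.15) also fell, while *Cdh6* (1.25, SE 0.24) and *Col9a3* (1.17, SE 0.22) rose. Of the Reactome sets, Extracellular matrix organization (204 genes, camera FDR = 6.37e-05), Cell junction organization (64 genes, camera FDR = 0.0247) and Cell-Cell communication (104 genes, camera FDR = 0.0422) were lower, and Integrin cell surface interactions (72 genes, camera FDR = 0.0919) did not pass 0.05. Under fry the first of these had an FDR of 0.073 and under camera with an estimated correlation 0.704, and the other sets named did not pass 0.05 under either.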

### *Lmx1a* regulates expression of *Wnt3a* to promote DG development

Canonical Wnt signaling promotes proliferation in the DNe and transhilar scaffold formation (Li and Pleasure, 2005; Zhou et al., 2004; Parichha et al., 2022), suggesting a hypothesis that *Lmx1a* regulates DG morphogenesis at least partially via secreted Wnts produced in the CH. 

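*Wnt2b* (ENSMUSG00000027840, chromosome 3 of GRCm38, 104945272 to 104961921) had 151 ± 31.1 CPM in wild-type and 74.3 ± 21 CPM in *Lmx1a-/-* CH (SD, n = 5 embryos each), a log2 fold change of -1.02 (SE 0.19, edgeR quasi-likelihood FDR = 0.012). *Wnt9a* (ENSMUSG00000000126, chromosome 11, 59306928 to 59333552) had 58.2 ± 16.5 and 31.6 ± 7.13 CPM, a log2 fold change of -0.88 (SE 0.20, edgeR quasi-likelihood FDR = 0.043). For both genes the genotypes overlapped at 1 library each. Wild-type embryo 3 had 103 CPM of *Wnt2b* and 33.8 CPM of *Wnt9a*, below the 104 and 43.1 CPM of *Lmx1a-/-* embryo 4. *Wnt2b* passed the threshold in 10 of the 10 fits without 1 embryo. *Wnt9a* passed in all but those without wild-type embryo 1 (edgeR quasi-likelihood FDR = 0.102) and stood at the threshold without *Lmx1a-/-* embryo 2 (edgeR quasi-likelihood FDR = 0.1). With the *Xist* covariate neither passed (*Wnt2b* -1.26, edgeR quasi-likelihood FDR = 0.191, and *Wnt9a* -1.02, edgeR quasi-likelihood FDR = 0.362). With the choroid plexus covariate the log2 fold changes were -0.42 and -0.077, and neither passed (edgeR quasi-likelihood FDR = 0.936 and 0.993).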

Our RNAseq analysis revealed that two Wnts known to activate canonical Wnt signaling, Wnt2b and Wnt9a, both expressed specifically in the CH, were significantly (FDR < 0.05) downregulated in *Lmx1a^-/-^* mutants (Figure 3—figure supplement 1). *Wnt2b* knockout mice have a normally sized DG (Tsukiyama and Yamaguchi, 2012), while Wnt9a, although capable of activating canonical Wnt signaling in the liver (Matsumoto et al., 2008), primarily acts as non-canonical Wnt ligand (Nie et al., 2020). In contrast, the knockout of CH-specific *Wnt3a* resulted in a nearly absent DG (Lee et al., 2000). 

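*Wnt3a* (ENSMUSG00000009900, chromosome 11 of GRCm38, 59248033 to 59290752) had 68.9 ± 15.4 CPM in wild-type and 50.5 ± 7.92 CPM in *Lmx1a-/-* CH (SD, n = 5 embryos each). The log2 fold change was -0.45 (SE 0.16, edgeR quasi-likelihood FDR = 0.172), which did not pass the threshold. Wild-type embryos ranged from 44.8 to 81.8 CPM and mutant embryos from 41.6 to 58.4 CPM. Wild-type embryo 3 was the lowest of its genotype, and without it the log2 fold change was -0.57 and passed (edgeR quasi-likelihood FDR = 0.0306). DESeq2's Wald test passed as well (-0.45, DESeq2 FDR = 0.0796). With the choroid plexus covariate the direction reversed (0.22, edgeR quasi-likelihood FDR = 0.959).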

Our RNAseq analysis showed that *Wnt3a* was downregulated in the CH of e13.5 *Lmx1a^-/-^* mice, although the difference did not reach a statistical significance (FDR = 0.13, Figure 3—figure supplement 1). However, quantification of in situ hybridization signal revealed a significant (p<0.01) downregulation of *Wnt3a* expression in the CH of *Lmx1a^-/-^* embryos at e14 (Figure 3A–C), just before we detected a reduced proliferation in the DNe (Figure 1N–Q). qRT-PCR analysis of LCM-isolated CH confirmed downregulation of *Wnt3a* in *Lmx1a^-/-^* mutants at this stage (Figure 3D and E). While *Wnt3a* expression was normal in the CH of *Lmx1a^+/-^* or *Wnt3a^+/-^* embryos, loss of one copy of *Lmx1a* on the *Wnt3a^+/-^* background (in *Lmx1a^+/-^;Wnt3a^+/-^* double heterozygous embryos) resulted in a reduced expression of *Wnt3a* in the CH, providing additional evidence for regulation of *Wnt3a* expression by *Lmx1a* (Figure 3E). Knockdown of *Lmx1a* in the CH resulted in a reduced expression of *Wnt3a* (Figure 2—figure supplement 4I), supporting an intrinsic role for *Lmx1a* in regulating *Wnt3a* expression.

**Figure 3.**
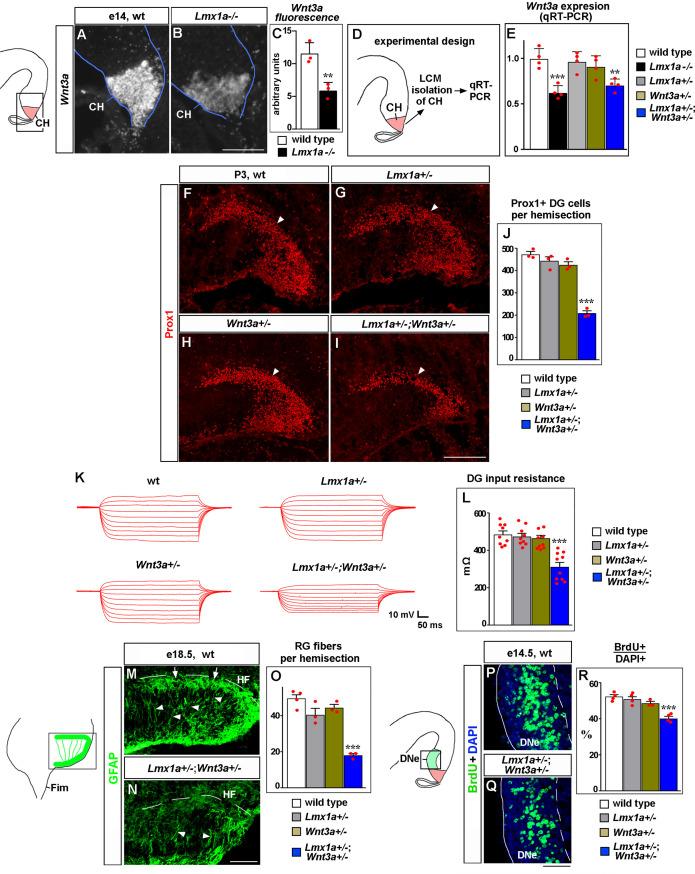
*Lmx1a* regulates dentate gyrus (DG) development by modulating expression of *Wnt3a*. (**A–C**) The intensity of *Wnt3a* in situ hybridization signal (white) in the cortical hem (CH) was reduced in e14 *Lmx1a^-/-^* embryos. **p<0.01, two-tailed *t*-test, n = 3 embryos per genotype. (**D, E**) Analysis of *Wnt3a* expression in the CH by qRT-PCR. Experimental design (**D**): CH of e14 embryos of different genotypes was isolated by laser capture microdissection (LCM) and analyzed by qRT-PCR (**E**). *Wnt3a* expression was significantly reduced in the CH of *Lmx1a^-/-^* and *Lmx1a^+/-^;Wnt3a^+/-^* double heterozygotes*,* but not *Lmx1a^+/-^* or *Wnt3a^-/-^* single heterozygote embryos compared to wild-type controls. ***p<0.001, **p<0.01, one-way ANOVA with Tukey’s post hoc test, n = 4 embryos per genotype. (**F–J**) The number of Prox1+ DG neurons (arrowhead) was reduced in *Lmx1a^+/-^;Wnt3a^+/-^* double heterozygotes, but not single-gene heterozygotes, compared to wild-type controls at P3. ***p<0.001, one-way ANOVA with Tukey’s post hoc test, n = 3 mice per genotype. (**K, L**) Current–voltage curves (**K**) and a bar graph (**L**) showing a reduced input resistance of DG granule neurons in *Lmx1a^+/-^;Wnt3a^+/-^* double heterozygotes, but not single-gene heterozygotes, compared to wild-type controls at P21. ***p<0.001, one-way ANOVA with Tukey’s post hoc test, N = 9–10 DG neurons from n = 4–5 mice per genotype. (**M–O**) The number of GFAP+ transhilar glial fibers was reduced in *Lmx1a^+/-^;Wnt3a^+/-^* double heterozygotes, but not single-gene heterozygotes, compared to wild-type controls. ***p<0.001, one-way ANOVA with Tukey’s post hoc test, n = 3–4 mice per genotype. Arrowheads and arrows indicate fibers that cross the hilus and enrich at the hippocampal fissure (HF), respectively. (**P–R**) Proliferation (% of BrdU+ cells after a 90 min BrdU pulse) in dentate neuroepithelium (DNe) was reduced in *Lmx1a^+/-^;Wnt3a^+/-^* double heterozygotes, but not single-gene heterozygotes, compared to wild-type controls. ***p<0.001, one-way ANOVA with Tukey’s post hoc test, n = 3–4 mice per genotype. Scale bars: 100 μm (**A, B, M, N**); 200 μm (**F–I**); 50 μm (**P, Q**). Figure 3—source data 1.Data points for Figure 3C, E, J, L, O and R.

**Figure 3—figure supplement 1.**
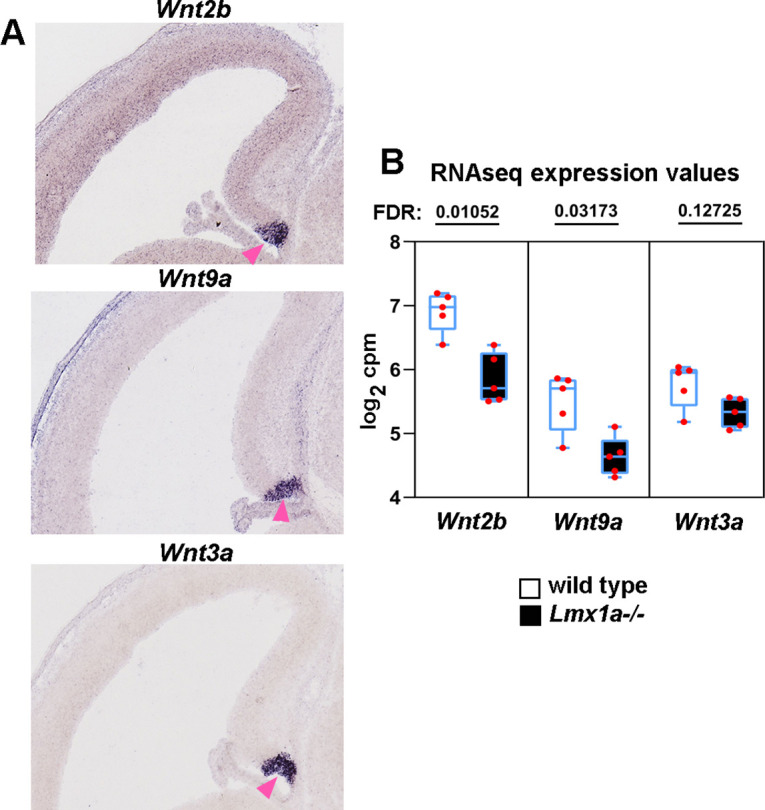
Canonical Wnts misregulated in the cortical hem (CH) of *Lmx1a^-/-^* embryos based on RNAseq analysis. (**A**) In situ hybridization images showing that in the telencephalon, *Wnt2b*, *Wnt9a*, and *Wnt3a* are specifically expressed in the CH (pink arrowhead). All images show wild-type e14.5 embryos from the Gene Paint database (Visel et al., 2004; https://gp3.mpg.de/). (**B**) Normalized read counts from the RNAseq experiment (Figure 2G and H) for the above Wnts. FDR values are shown above the genes.

One approach to test whether *Lmx1a* regulates DG development via *Wnt3a* could be *Wnt3a* in utero electroporation rescue experiments in *Lmx1a^-/-^* mice. However, this approach is likely to produce higher levels of Wnt3a in at least some cells of *Lmx1a^-/-^* embryos relative to endogenous Wnt3a levels in wild-type mice. Normal DG development is a complex process that is particularly sensitive to the level and dynamics of canonical Wnt signaling (Arredondo et al., 2020; Zhou et al., 2004; Parichha et al., 2022). Thus, overactivation of the Wnt signaling pathway may cause additional abnormalities, thereby complicating the interpretation of results from *Wnt3a* electroporation experiments aimed to rescue *Lmx1a^-/-^* hippocampal phenotypes. Instead, we used the alternative approach of testing whether *Lmx1a* and *Wnt3a* co-regulate hippocampal development by analyzing *Lmx1a*/*Wnt3a* double heterozygotes rather than *Wnt3a* overexpression rescue experiments in *Lmx1a^-/-^* mice. In contrast to wild-type or single-gene heterozygous (*Lmx1a^+/-^* or *Wnt3a^+/-^*) mice, their double heterozygous *Lmx1a^+/-^;Wnt3a^+/-^* littermates exhibited a reduced number (Figure 3F–J) and input resistance (Figure 3K and L) of DG neurons, and transhilar glial scaffold abnormalities (Figure 3M–O). A reduced number of DG neurons was associated with reduced proliferation in DNe (Figure 3P–R). Although these double heterozygote experiments alone do not necessarily show that one gene acts via the other, as two genes may act via parallel pathways, reduced expression of *Wnt3a* in *Lmx1a^-/-^* embryos and downregulation of *Wnt3a* expression in *Lmx1a^+/-^;Wnt3a^+/-^* embryos relative to *Wnt3a^+/-^* embryos show that *Lmx1a* acts upstream of *Wnt3a*, thus, suggesting that *Lmx1a* promotes DG development, at least partially, by modulating expression of *Wnt3a*.

### *Lmx1a* regulates expression of *Tbr2* to promote the migration of CR cells and HF and transhilar scaffold formation

CR cells promote HF and transhilar glial scaffold formation (Frotscher et al., 2003; Hodge et al., 2013; Meyer et al., 2004; Meyer et al., 2019). Having observed CR cell migration deficits in *Lmx1a^-/-^* mutants (Figure 2D–F), we studied *Lmx1a*-dependent mechanisms of CR cell migration. For this purpose, we searched the literature to find whether mutants for CR cell-associated genes misregulated in *Lmx1a^-/-^* CH (Figure 2H, green dots) have phenotypes similar to those in *Lmx1a^-/-^* mutants. Interestingly, *Nestin-Cre;Tbr2^floxed/floxed (F/F)^* mice exhibited CR cell migration, HF, and glial scaffold abnormalities (Hodge et al., 2013) that resemble those in *Lmx1a^-/-^* mice. While *Tbr2* is expressed in differentiating CR cells, this gene is also expressed in intermediate hippocampal (DG) progenitors. *Nestin-Cre* mice delete floxed sequences in both the CH (a site of origin of CR cells) and hippocampal progenitors (Hodge et al., 2013), making it difficult to identify the developmental origin of the CR/ hippocampal phenotypes in *Nestin-Cre;Tbr2^F/F^* mice.

To study the intrinsic role of *Tbr2* in CR cells arising from the CH, we generated and analyzed *Lmx1a-Cre;Tbr2^F/F^* mice, in which *Tbr2* was specifically inactivated in the CH but still expressed in hippocampal progenitors (Figure 4—figure supplement 1A–C’). Similar to *Nestin-Cre;Tbr2^F/F^* mice (Hodge et al., 2013), *Lmx1a-Cre;Tbr2^F/F^* mice exhibited aberrant accumulation of Reelin+ CR cells at the FDJ, associated with a reduced HF length (Figure 4—figure supplement 1D–F), supporting the conclusion that *Tbr2* acts intrinsically in the CR cell lineage to regulate migration of CR cells and HF/DG morphogenesis.

CR cells arise from progenitors in the ventricular layer of the CH. Concurrent with differentiation, they migrate radially to the CH marginal zone, where CR cells accumulate before initiating tangential migration toward the hippocampal fissure (Bielle et al., 2005; Causeret et al., 2021; Hodge et al., 2013; Meyer et al., 2004). Co-immunohistochemistry revealed that in e13 wild-type embryos virtually all Tbr2+ cells located in the marginal zone of CH express a CR marker p73 and, thus, were specified CR cells. In contrast, many Tbr2+ cells in the ventricular and intermediate zones of the CH were p73-negative, presumably representing less differentiated cells (Figure 4—figure supplement 2). To get a sense of the Tbr2 expression profile in *Lmx1a^-/-^* mutants, we divided the CH into three equally-sized bins along the radial axis, namely the ventricular, intermediate, and marginal zones, at e13, when the CR cells that predominantly populate the HF emerge from the CH (Gu et al., 2011). 

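In the RNAseq libraries, *Tbr2* (listed as *Eomes*, ENSMUSG00000032446, chromosome 9 of GRCm38, 118478212 to 118486132) had 88.9 ± 23.4 CPM in wild-type and 62.5 ± 9.45 CPM in *Lmx1a-/-* CH at e13.5 (SD, n = 5 embryos each). The log2 fold change was -0.51 (SE 0.16, edgeR quasi-likelihood FDR = 0.129), which did not pass the threshold. Wild-type embryos ranged from 65.2 to 122 CPM and mutant embryos from 54 to 78.1 CPM. The difference passed in edgeR's likelihood ratio test (FDR = 0.0679), edgeR's exact test (FDR = 0.0707) and DESeq2's Wald test (FDR = 0.0406). It also passed with at least 10 counts required in every library (edgeR quasi-likelihood FDR = 0.0962), without wild-type embryo 4 (edgeR quasi-likelihood FDR = 0.0706) and without *Lmx1a-/-* embryo 1 (edgeR quasi-likelihood FDR = 0.0908). The other fits without 1 embryo did not pass (edgeR quasi-likelihood FDR from 0.115 to 0.254), nor did the fit with robust dispersions (edgeR quasi-likelihood FDR = 0.138). With the *Xist* or the choroid plexus covariate *Tbr2* did not pass either (edgeR quasi-likelihood FDR = 0.434 and 0.46).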

Consistent with our RNAseq data (Figure 4A), immunohistochemistry revealed that loss of *Lmx1a* reduced Tbr2 expression in the e13 CH across all three bins, but most significantly in the marginal zone (p<0.001, Figure 4B and C). In contrast, expression of Tbr2 in the hippocampal progenitors was not affected (Figure 4B and D). Knockdown of *Lmx1a* in the CH also resulted in reduced expression of *Tbr2* (Figure 2—figure supplement 4J), supporting an intrinsic role for *Lmx1a* in the regulation of *Tbr2* expression.

**Figure 4.**
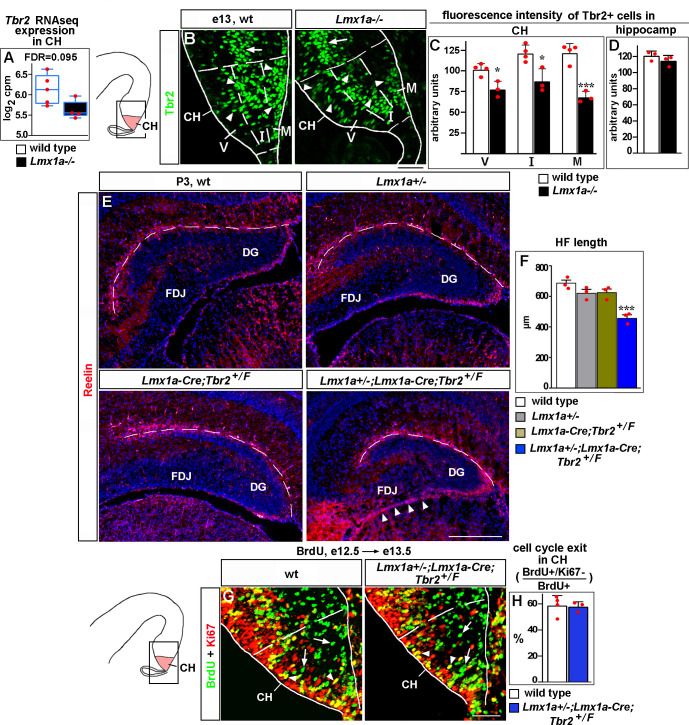
*Lmx1a* regulates Cajal–Retzius (CR) cell migration and hippocampal fissure (HF) formation by modulating expression of *Tbr2*. (**A**) Normalized read counts for *Tbr2* from the RNAseq experiment (Figure 2G and H). (**B–D**) Arrowheads indicate Tbr2+ cells in the CH (**B**). For quantification of intensity of Tbr2 immunostaining, the CH was divided into three equally sized bins along the radial axis: ventricular zone (V), intermediate zone (I), and marginal zone (M). In *Lmx1a^-/-^* mutants, Tbr2 staining intensity was reduced in all three zones of the CH, but most significantly in the marginal zone (**B, C**). In contrast, Tbr2+ cells in the hippocampal primordium (hippocampal intermediate progenitors, Hodge et al., 2013) (arrow in **B**) had similar Tbr2 immunofluorescence intensity in control and *Lmx1a^-/-^* embryos (**B, D**), suggesting that *Lmx1a* loss reduces *Tbr2* expression specifically in cells arising in the CH. (Dashed lines demarcate the CH boundaries, identified by Lmx1a immunostaining of adjacent sections, as described in the ‘Materials and methods.’) ***p<0.001, *p<0.05, two-tailed *t*-test, n = 3–4 embryos per genotype. (**E, F**) Reduced HF length (dashed line) and aberrant accumulation of CR cells at the fimbria-dentate junction (FDJ) surface (arrowheads) in *Lmx1a/Tbr2* double heterozygotes (*Lmx1a^+/-^;Lmx1a-Cre;Tbr2^+/F^* mice – *Lmx1a^+/-^* mice in which one copy of *Tbr2* was deleted specifically in the CH), but not single-gene heterozygotes, compared to wild-type controls at P3. ***p<0.001, one-way ANOVA with Tukey’s post hoc test, n = 3 mice per genotype. (**G, H**) Normal cell cycle exit of progenitors in the CH of *Lmx1a/Tbr2* double heterozygous embryos. 24 hr after BrdU injection, progenitors that exited the cell cycle were BrdU+/Ki67- (green, arrows); progenitors that re-entered the cell cycle were BrdU+/Ki67+ (yellow, arrowheads). p>0.05, two-tailed *t*-test, n = 3–4 mice per genotype. Scale bars: 50 μm (**B, G**); 200 μm (**E**). Figure 4—source data 1.Data points for Figure 4C, D, F and H.

**Figure 4—figure supplement 1.**
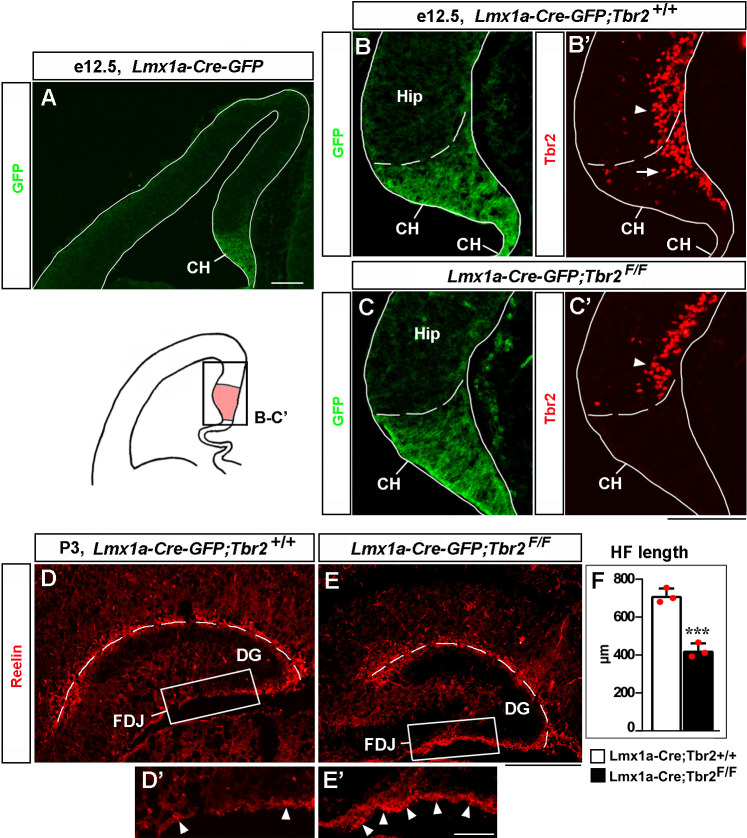
Loss of *Tbr2* in the cortical hem (CH) compromises migration of Cajal–Retzius (CR) cells and hippocampal fissure (HF) formation. (**A**) In the telencephalic neuroepithelium of *Lmx1a-Cre-GFP* mice, *Cre-GFP* expression is limited to the CH (Chizhikov et al., 2010). (**B–C’**) Specific deletion of *Tbr2* in the CH. Panels (**B**) and (**B’**) and panels (**C**) and (**C’**) show the same sections imaged for different antibodies. Dashed line demarcates the CH from the hippocampal primordium (Hip). Arrow points to Tbr2-expressing cells in the CH of control (*Lmx1a-Cre-GFP;Tbr2^+/+^*) embryos (**B’**). Tbr2 expression is lost in the CH of *Lmx1a-Cre-GFP;Tbr2^F/F^* embryos (**C’**). *Tbr2* expression is still present in hippocampal intermediate progenitors (Hodge et al., 2013) in both control and *Lmx1a-Cre-GFP;Tbr2^F/F^* embryos (arrowhead in **B’, C’**). (**D–F**) In P3 *Lmx1a-Cre-GFP;Tbr2^F/F^* mice, excessive Reelin+ CR cells accumulate at the fimbria-dentate junction (FDJ) surface (**D’, E’**, arrowheads), which was associated with a reduced HF length (dashed line in **D–F**). ***p<0.001, two-tailed *t*-test, n = 3 mice per genotype. Scale bars: 100 μm (**A–C’**); 200 μm (**D, E**); 50 μm (**D’, E’**). Figure 4—figure supplement 1—source data 1.Data points for Figure 4—figure supplement 1F.

**Figure 4—figure supplement 2.**
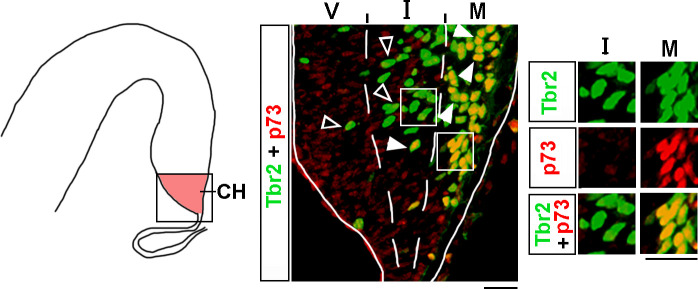
Analysis of Tbr2 and p73 co-expression in the cortical hem (CH). The CH of e13 wild-type embryos was co-immunostained with antibodies specific for Tbr2 and p73 (a marker of Cajal–Retzius [CR] cells). The CH (identified based on Lmx1a immunostaining in adjacent sections as described in ‘Materials and methods’) was divided into three equally sized bins along the radial axis, namely the ventricular (V), intermediate (I), and marginal (M) zones. Arrowheads indicate Tbr2+/p73+ cells, while open arrowheads indicate Tbr2+/p73- cells. Insets show higher magnification of single channel images of the boxed regions. In the M zone, virtually all Tbr2+ cells co-expressed p73, indicating that they are already specified CR cells. In contrast, in the V and I zones, the majority of Tbr2+ cells were p73-negative. Scale bars: 25 μm.

**Figure 4—figure supplement 3.**
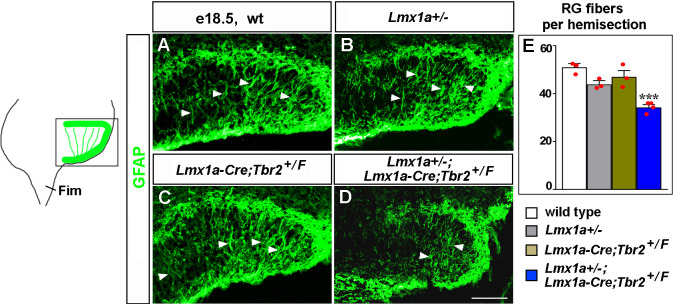
Transhilar glial scaffold abnormalities in *Lmx1a/Tbr2* double heterozygous mice. (**A–E**) The number of GFAP+ transhilar glial fibers at e18.5 was reduced in *Lmx1a/Tbr2* double heterozygotes (*Lmx1a^+/-^;Lmx1a-Cre;Tbr2^+/F^* mice, which are *Lmx1a^+/-^* mice in which one copy of *Tbr2* was deleted specifically in cortical hem [CH]), but not single-gene heterozygotes, relative to wild-type controls. ***p<0.001, one-way ANOVA with Tukey’s post hoc test, n = 3–4 mice per genotype. Arrowheads indicate GFAP+ glial fibers that cross the hilus. Fim, fimbria. Scale bars: 100 μm. Figure 4—figure supplement 3—source data 1.Data points for Figure 4—figure supplement 3E.

Since CR cell migration and DG morphogenesis are complex processes that require precise expression levels of key genes (Gil et al., 2014; Ha et al., 2020; Hevner, 2016), to study whether *Tbr2* and *Lmx1a* co-regulate CR cells and DG development, we analyzed *Lmx1a*/*Tbr2* double heterozygotes rather than performing *Tbr2* overexpression rescue experiments in *Lmx1a^-/-^* mice. In contrast to wild-type controls or single-gene heterozygotes (*Lmx1a^+/-^* or *Lmx1a-Cre;Tbr2^+/F^*, in which one copy of *Tbr2* was specifically deleted in CH), their *Lmx1a^+/-^;Lmx1a-Cre;Tbr2^+/F^* double-gene heterozygous littermates revealed aberrant accumulation of Reelin+ CR cells at the FDJ, reduced HF length and transhilar scaffold abnormalities (Figure 4E–F and Figure 4—figure supplement 3). These phenotypes were not associated with a delayed exit of CH progenitors from the cell cycle (Figure 4G and H). Taken together with reduced expression of Tbr2 in the *Lmx1a^-/-^* CH, these data suggest that *Lmx1a* modulates *Tbr2* expression to promote migration of CR cells and HF/transhilar glial scaffold formation.

### *Lmx1a* promotes cell cycle exit and differentiation of CR cells in the CH via *Cdkn1a*

One of the CR markers misregulated in the *Lmx1a^-/-^* CH (Figure 2H) was *Cdkn1a*, the gene known to promote exit from the cell cycle in several non-neural and neural cell types (Siegenthaler and Miller, 2005; Xiao et al., 2020). In the CH, expression of *Cdkn1a* coincides with differentiation of CR cells (Siegenthaler and Miller, 2008). 

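*Cdkn1a* (ENSMUSG00000023067, chromosome 17 of GRCm38, 29090976 to 29100727) had 214 ± 45.2 CPM in wild-type and 87.9 ± 47.6 CPM in *Lmx1a-/-* CH at e13.5 (SD, n = 5 embryos each), and every wild-type library lay above every mutant library. The log2 fold change was -1.28 (SE 0.33, edgeR quasi-likelihood FDR = 0.0631). Mutant embryos spread from 34.1 CPM in embryo 5 and 46.7 CPM in embryo 4 to 138 CPM in embryo 1. *Cdkn1a* passed the threshold in 5 of the fits without 1 embryo, and failed it without wild-type embryo 1, 2 or 5 and without *Lmx1a-/-* embryo 2 or 4 (log2 fold change from -1.51 to -1.07 over the 10 fits). With robust dispersions it did not pass (edgeR quasi-likelihood FDR = 0.16), nor with the *Xist* covariate (-1.67, edgeR quasi-likelihood FDR = 0.329) or the choroid plexus covariate (-0.78, edgeR quasi-likelihood FDR = 0.936).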

Consistent with our RNAseq analysis (Figure 5A), immunohistochemistry revealed reduced *Cdkn1a* expression in the CH of *Lmx1a^-/-^* mice at e13 (Figure 5B–D). Knockdown of *Lmx1a* in the CH resulted in a reduced expression of *Cdkn1a* (Figure 2—figure supplement 4K), supporting an intrinsic role for *Lmx1a* in regulating *Cdkn1a* expression.

**Figure 5.**
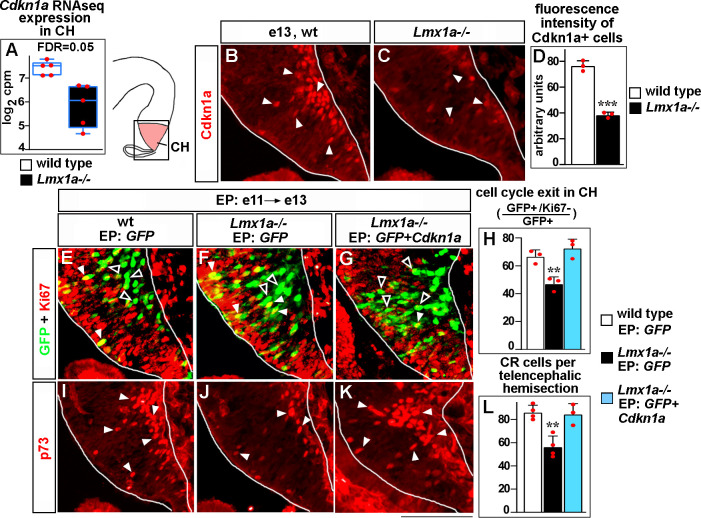
*Lmx1a* regulates exit of progenitors from the cell cycle and Cajal–Retzius (CR) cell differentiation in the cortical hem (CH) via *Cdkn1a*. (**A**) Normalized read counts for *Cdkn1a* from the RNAseq experiment (Figure 2G and H). (**B–D**) Arrowheads indicate Cdkn1a+ cells in the CH (**B, C**), which exhibited lower immunofluorescence intensity in e13 *Lmx1a^-/-^* embryos (**B–D**). ***p<0.001, two-tailed *t*-test, n = 3 embryos per genotype. (**E–L**) Embryos were in utero electroporated (EP) with indicated genes at e11 and analyzed at e13. Sections in panels (**E**), (**F**), and (**G**) are adjacent to those in panels (**I**), (**J**), and (**K**), respectively. (**E–G**) Arrowheads indicate electroporated cells that re-entered the cell cycle (GFP+/Ki67+ cells, yellow); open arrowheads indicate electroporated cells that exited the cell cycle (GFP+/Ki67- cells, green). The reduced exit of progenitors from the cell cycle in *Lmx1a^-/-^* CH was rescued by electroporation of *Cdkn1a* (**H**). **p<0.01 versus *GFP* electroporated wild-type and *Cdkn1a+GFP* electroporated *Lmx1a^-/-^* embryos, one-way ANOVA with Tukey’s post hoc test, n = 3 embryos per condition. (**I–L**) Arrowheads indicate p73+ CR cells. The reduced number of CR cells in *Lmx1a^-/-^* mutants was rescued by electroporation of *Cdkn1a* (**L**). **p<0.01 versus *GFP* electroporated wild-type and *Cdkn1a+GFP* electroporated *Lmx1a^-/-^* embryos, one-way ANOVA with Tukey’s post hoc test, n = 3–4 embryos per condition. Scale bar: 100 μm. Figure 5—source data 1.Data points for Figure 5D, H and L.

**Figure 5—figure supplement 1.**
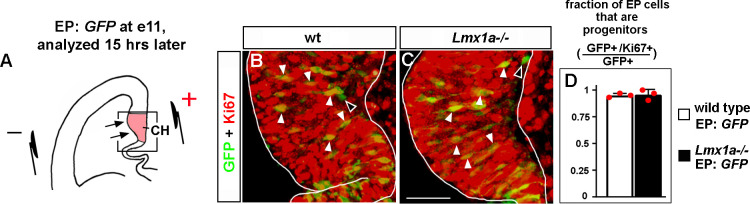
In utero electroporation targets progenitors in the cortical hem (CH) in e11 embryos. (**A**) Experimental design: a *GFP*-encoding plasmid was in utero electroporated into the medial telencephalon of e11 embryos, by placing electrodes as shown in the diagram. Negatively charged DNA moves toward the positive electrode (arrows) entering the CH. To determine the identity of electroporated cells (progenitors vs. differentiated cells), embryos were allowed to develop for 15 hr after electroporation, a period that we consider to be sufficient for GFP production but short enough to avoid differentiation of progenitors that received the plasmid. (**B–D**) GFP/Ki67 co-labeling in the CH. (The CH was identified based on Lmx1a immunostaining in adjacent sections as described in ‘Materials and methods.’) Arrowheads indicate numerous GFP+/Ki67+ progenitors, while open arrowheads indicate very rare GFP+/Ki67- differentiated cells (**B, C**). (**D**) Quantification revealed that in both wild-type controls and *Lmx1a^-/-^* mutants, virtually all (~95%) GFP+ cells in the CH were Ki67+ (progenitors). We detected no difference in the fraction of GFP+/Ki67+ cells among GFP+ cells between wild-type and *Lmx1a^-/-^* embryos; p>0.05, two-tailed *t*-test, n = 3 embryos per genotype. Scale bar: 50 μm. Figure 5—figure supplement 1—source data 1.Data points for Figure 5—figure supplement 1D.

To study whether decreased *Cdkn1a* expression mediates a reduced cell cycle exit of CH progenitors in *Lmx1a^-/-^* embryos (Figure 2A–C), we used immunohistochemistry with antibodies specific for Ki67, which labels cycling progenitors. As the presence/absence of Ki67 expression is a simpler output than complex DG morphogenesis and long-range migration of CR cells, we performed *Cdkn1a* overexpression rescue studies using in utero electroporation of the CH at e11. The ventricular layer of the CH that borders the lateral ventricles consists of progenitor cells, so it is expected that plasmids injected into the lateral ventricles and electroporated into the CH will target such progenitors. However, since electroporation can also target differentiated cells (Govindan et al., 2018), we first injected a GFP-encoding plasmid into the lateral ventricles, electroporated it in utero into the CH of e11 embryos and analyzed GFP+ cells after a short (15 hr) time period. This analysis revealed that virtually all (~95%) GFP+ cells were Ki67+ (progenitors) in both wild-type and *Lmx1a* mutant embryos (Figure 5—figure supplement 1), confirming that this system is appropriate to target progenitors.

Having established the assay, we electroporated the CH of e11 embryos with plasmids encoding either *Cdkn1a+GFP* or *GFP* alone (control) and analyzed embryos at a later (e13) stage to allow time for cell cycle exit/differentiation of electroporated cells. Expression of exogenous *Cdkn1a* in the CH of *Lmx1a^-/-^* embryos increased the fraction of progenitors that exited the cell cycle (GFP+/Ki67- cells among GFP+ cells), making it comparable to that in controls (CH of wild-type embryos electroporated with *GFP* alone) (Figure 5E–H). Interestingly, *Cdkn1a* electroporation also normalized the number of differentiating (p73+) (Meyer et al., 2004; Siegenthaler and Miller, 2008) CR cells in *Lmx1a^-/-^* embryos (Figure 5I–L), indicating that decreased *Cdkn1a* expression contributes to both reduced cell cycle exit in CH and decreased differentiation of CR cells in *Lmx1a^-/-^* embryos.

### *Lmx1a* is sufficient to induce ectopic CH in the medial telencephalon

Having identified the role of *Lmx1a* in multiple aspects of CH development, we tested whether its expression is sufficient to confer CH fate in the telencephalon. We in utero electroporated *Lmx1a* into the medial telencephalon of wild-type embryos at e10.75, after the cortical neuroepithelium had already been specified by *Lhx2* (Mangale et al., 2008), and analyzed three key cortical hem parameters: (1) expression of the CH markers *Wnt3a* (which is also a major CH signaling molecule) and *Ccdc3*, (2) the appearance of ectopic p73+ CR cells (Meyer et al., 2004; Siegenthaler and Miller, 2008), and (3) the suppression of *Lhx2* expression, a key feature of native CH (Mangale et al., 2008).

In contrast to *GFP* controls, *Lmx1a+GFP* electroporation into medial telencephalon induced ectopic *Wnt3a* and *Ccdc3*. Extensive overlap of GFP expression with *Wnt3a* and *Ccdc3* signals suggested cell-autonomous induction of these genes by *Lmx1a* in these experiments (Figure 6A–D’ and Figure 6—figure supplement 1A–D’). Normally, CR cells, identified by the expression of their specific marker p73, arise deep in the CH and then migrate along the outer surface of the telencephalic neuroepithelium (Meyer et al., 2004; Siegenthaler and Miller, 2008). In contrast to *GFP* controls, in *Lmx1a*-electroporated samples, we observed numerous ectopic p73+ cells deep in the neuroepithelium beyond the CH (Figure 6E–H’), which was associated with a dramatic increase in the total number of p73+ cells (Figure 6E–I). Finally, quantification of the immunohistochemistry signal revealed a significant reduction of Lhx2 expression in hippocampal primordium cells electroporated with *Lmx1a+GFP* versus those electroporated with *GFP* alone (Figure 6J–L). Notably, electroporation of *Lmx1a* did not induce expression of the choroid plexus marker Ttr (Figure 6—figure supplement 1E–F’). Interestingly, when electroporated into the lateral cortex, *Lmx1a* did not induce expression of *Wnt3a* (Figure 6—figure supplement 2). Thus, *Lmx1a* expression specifically induces key CH features in the medial telencephalic neuroepithelium.

**Figure 6.**
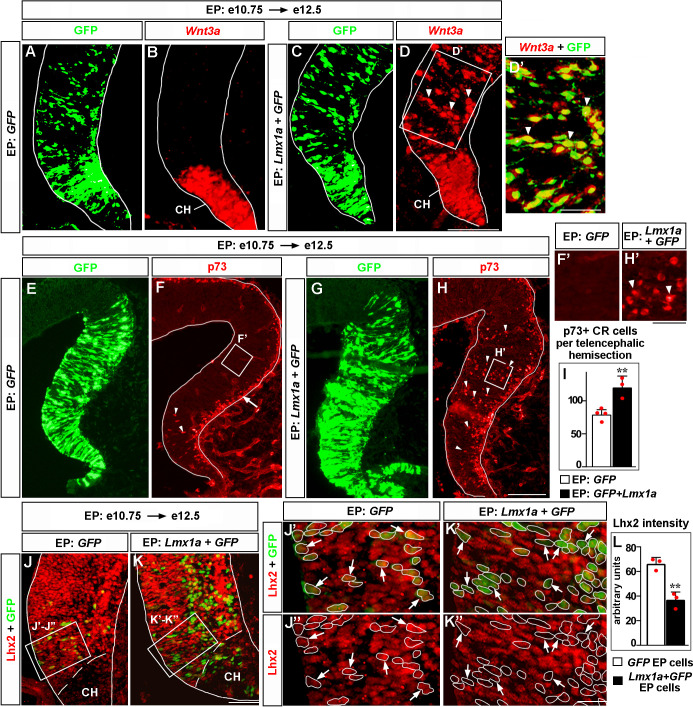
*Lmx1a* is sufficient to induce key features of the cortical hem (CH). Panels (**A**) and (**B**), (**C**) and (**D**), (**J’**) and (**J’’**), (**K’**) and (**K’’**) show the same sections imaged for different markers. Panels (**E–H**) show adjacent sections. wild-type embryos were in utero electroporated (EP) into the medial telencephalon (by placing electrodes as shown in Figure 6—figure supplement 1, top diagram) at e10.75 and analyzed at e12.5. (**A–D’**) In contrast to control (*GFP*-electroporated) embryos, in which *Wnt3a* expression was limited to the CH (**A, B**), in *Lmx1a*-electroporated embryos, ectopic *Wnt3a* expression was detected in the hippocampal field (arrowheads), clearly beyond the CH (**C, D**). Extensive overlap between GFP fluorescence and *Wnt3a* in situ hybridization signal (**D’**, arrowheads) suggests cell-autonomous induction of *Wnt3a* by *Lmx1a*. (**E–I**) In *GFP*-electroporated controls (**F, F’**), p73+ Cajal–Retzius (CR) cells were deeply located (arrowheads) only in the CH (where p73+ CR cells arise, Siegenthaler and Miller, 2008), while migrating superficially located p73+ CR cells (arrow) were found also in the cortical neuroepithelium. In *Lmx1a*-electroporated embryos, p73+ cells were found deeply located (arrowheads) throughout the medial telencephalic neuroepithelium (**H, H’**). The total number of p73+ CR cells increased in *Lmx1a*-electroporated embryos (**I**), **p<0.01, two-tailed *t*-test, n = 3–4 embryos per condition, further supporting induction of CR cells by *Lmx1a*. (**J–L**) *Lhx2* is expressed in the hippocampal primordium but not in the CH (**J, K**). Arrows indicate cells in the hippocampal primordium electroporated with *GFP* (controls) (**J’, J’’**) or *Lmx1a+GFP* (**K’, K’’**). The intensity of Lhx2 immunofluorescence was reduced in *Lmx1a*-electroporated cells (**J’–L**), indicating that *Lmx1a* is sufficient to repress *Lhx2* expression. **p<0.01, two-tailed *t*-test, n = 3 embryos per condition. Scale bars: 100 μm (**A–D, E–H**); 50 μm (**D’, J, K**); 30 μm (**F’, H’**); 15 μm (**J”–K’’**). Figure 6—source data 1.Data points for Figure 6I and L.

**Figure 6—figure supplement 1.**
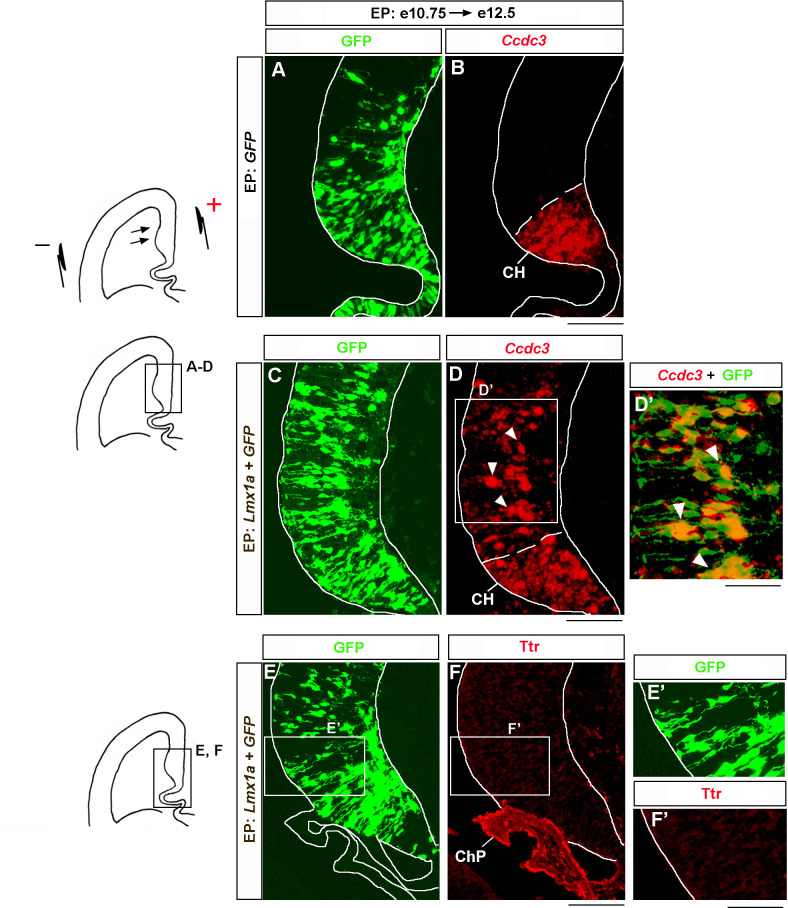
*Lmx1a* overexpression induces cortical hem (CH) marker *Ccdc3* but not choroid plexus marker Ttr. Wild-type embryos were in utero electroporated (EP) into the medial telencephalon (by placing electrodes as shown in the top diagram) at e10.75 and analyzed at e12.5. Negatively charged DNA moves toward the positive electrode (arrows) entering the medial telencephalon. Sections were imaged for GFP and then stained by in situ hybridization with a *Ccdc3* probe (**A–D**) or immunostained with antibodies specific for Ttr and co-imaged for GFP and Ttr (**E–F**). (**A–D’**) In contrast to control (*GFP*-electroporated) embryos, in which *Ccdc3* expression was limited to the CH (**A, B**), in *Lmx1a*-electroporated embryos, ectopic *Ccdc3* expression was detected in the hippocampal field (arrowheads), clearly beyond the CH (**C, D**). An overlap between GFP fluorescence and *Ccdc3* in situ hybridization signal (**D’**, arrowheads) suggests cell-autonomous induction of *Ccdc3* by *Lmx1a*. (**E–F’**) *Lmx1a* electroporation does not induce a choroid plexus marker Ttr in the medial telencephalic neuroepithelium. ChP, choroid plexus. Scale bars: 100 μm (**A–D, E, F**); 60 μm (**D’, E’, F’**).

**Figure 6—figure supplement 2.**
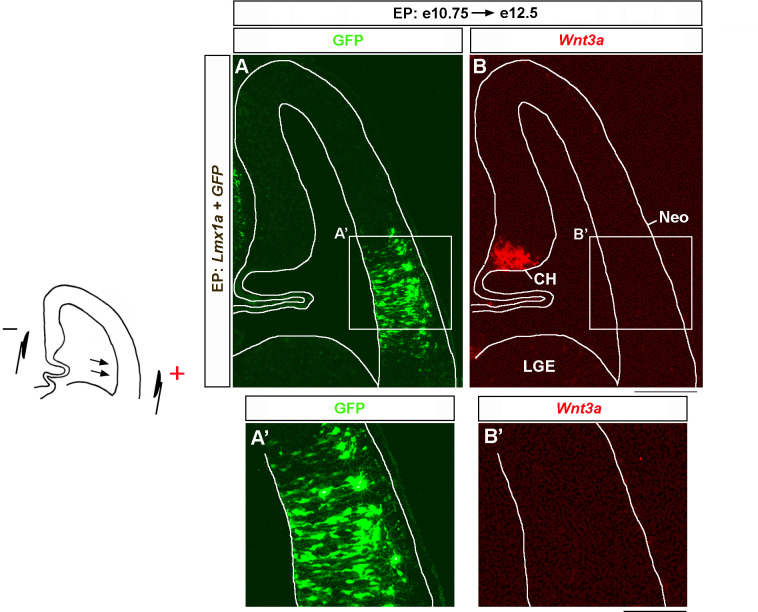
*Lmx1a* overexpression does not induce *Wnt3a* in lateral cortex. Wild-type embryos were in utero electroporated (EP) into lateral telencephalon (by placing electrodes as shown in the diagram) at e10.75 and analyzed at e12.5. Negatively charged DNA moves toward the positive electrode (arrows), entering the lateral telencephalon. Sections were imaged for GFP and then stained by in situ hybridization with a *Wnt3a* probe (**A, B**). (**A–B’**) *Lmx1a* electroporation does not induce *Wnt3a* in the lateral cortex. Neo, neocortex; LGE, lateral ganglionic eminence. Scale bars: 100 μm (**A, B**); 100 μm (**A’, B’**).

## Discussion

While the critical role of signaling centers in the development of the vertebrate CNS has been recognized for decades, very little is known about how distinct cellular and molecular mechanisms are coordinated to achieve the proper formation and function of specific signaling centers (Bielen et al., 2017; Cavodeassi and Houart, 2012; Manfrin et al., 2019; Subramanian and Tole, 2009b). Here we show that *Lmx1a* acts as a master regulator of the CH, a major signaling center that controls the formation of the hippocampus in the medial telencephalon (Caronia-Brown et al., 2014; Mangale et al., 2008; Moore and Iulianella, 2021). Our loss-of-function experiments revealed that *Lmx1a* is required for the expression of a broad range of CH markers and Wnt signaling molecules, the proper exit of CH progenitors from the cell cycle, and differentiation and migration of CR cells. In complementary gain-of-function experiments, we found that *Lmx1a* is sufficient to induce CH features (*Wnt3a* and *Ccdc3* expression, CR cells, and downregulation of expression of the cortical selector gene *Lhx2*, involved in the CH/hippocampus boundary formation) (Figure 7). This study identifies *Lmx1a* as the first intrinsic molecule that specifies CH fate and, to our knowledge, provides the strongest example that the orchestration of signaling center development in the CNS utilizes master regulatory genes.

**Figure 7.**
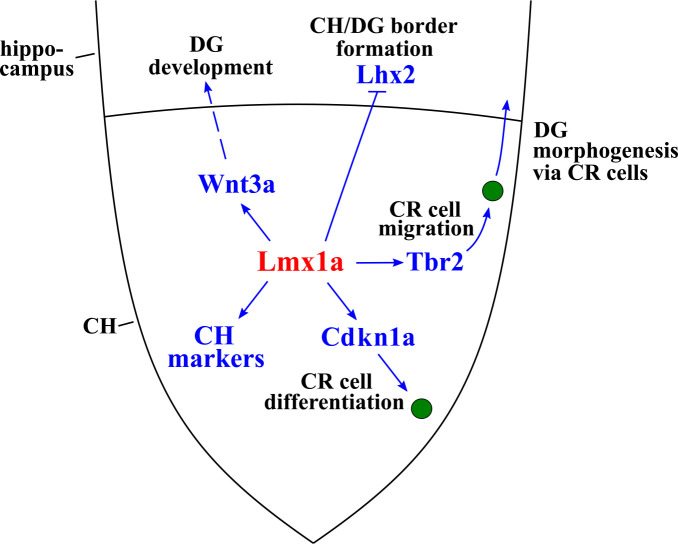
*Lmx1a*-dependent developmental processes and downstream mediators of *Lmx1a* activity in the cortical hem (CH). *Lmx1a* promotes expression (solid arrow) of secreted Wnt3a, which non-autonomously (dashed arrow) regulates the development of the hippocampal dentate gyrus (DG) (proliferation in the dentate neuroepithelium [DNe], the transhilar scaffold, and the number and input resistance of DG neurons). *Lmx1a* represses the expression of the cortical selector gene *Lhx2* (solid bar), segregating the CH from the adjacent hippocampal field. *Lmx1a* positively regulates the expression of a wide range of CH markers. It also promotes the exit of CH progenitors from the cell cycle and their differentiation into Cajal–Retzius (CR) cells by activating the expression of *Cdkn1a*, and positively regulates expression of *Tbr2* to promote migration of CR cells, which are necessary for the hippocampal fissure (HF) and transhilar scaffold formation.

Until now, no intrinsic molecule had been reported to induce CH. Although the loss of transcription factors *Gli3* and *Dmrt3/4/5* prevents CH formation, expression domains of all these genes expand beyond the CH, suggesting that they play permissive rather than instructive roles in CH development (Grove et al., 1998; Kikkawa and Osumi, 2021; Quinn et al., 2009; Subramanian et al., 2009a; Subramanian and Tole, 2009b). Furthermore, mosaic inactivation of the cortical selector gene *Lhx2*, prior to e10.5, resulted in the development of ectopic CH in *Lhx2*-null patches of the cortical neuroepithelium, suggesting that CH is the default fate in the medial telencephalon (Mangale et al., 2008). However, our overexpression of *Lmx1a* in the hippocampal primordium at e10.75, after the cortical neuroepithelium identity has already been assigned by *Lhx2* (Mangale et al., 2008), resulted in cell-autonomous ectopic expression of a CH signaling molecule Wnt3a, a CH marker *Ccdc3*, and the generation of ectopic p73+ CR cells, indicating that the CH identity is actively assigned by *Lmx1a*. Recently, *Lmx1a* was reported to activate a human CH-specific enhancer and an enhancer for the mouse *Cux2*, the gene expressed in the CH and a subset of cortical neurons (Fregoso et al., 2019). Although the significance of the aforementioned enhancers for CH development or function remains unknown, these data are consistent with and further support the role for *Lmx1a* in the induction of the CH that we describe in this study. Interestingly, while *Lmx1a* induced CH features in the medial telencephalon, *Lmx1a* overexpression in the lateral cortex failed to induce ectopic expression of *Wnt3a*, indicating that medially expressed competence factors (permissive genes) are needed to maintain the CH-inducing activity of *Lmx1a*. Such factors are likely to include *Gli3* and *Dmrt3/4/5*, loss of which compromises the development of the endogenous CH (Grove et al., 1998; Kikkawa and Osumi, 2021; Quinn et al., 2009; Subramanian et al., 2009a; Subramanian and Tole, 2009b).

Although knockout/knockdown of *Lmx1a* dramatically reduces the expression of numerous CH markers (Figure 2—figure supplements 3 and 4), the CH was not completely lost in *Lmx1a^-/-^* mice (Figure 3A–C; Chizhikov et al., 2010), suggesting a partial compensation for the *Lmx1a* CH-inducing activity by another gene. Ablation of the Bmp signaling (in *BmpR1a/b* double knockout mice) was reported to prevent CH induction (Fernandes et al., 2007), while mice with downregulated Bmp signaling still develop a CH-like structure at the telencephalic dorsal midline (Chizhikov et al., 2019; Hébert et al., 2002). Moreover, while high levels of Bmps promoted the ChPe fate (Doan et al., 2012; Watanabe et al., 2012), low Bmp doses induced CH gene expression signature in embryonic stem cells in vitro (Watanabe et al., 2016). Thus, it is likely that an intrinsic molecule(s) activated by low levels of Bmp signaling acts partially redundant to *Lmx1a* to assign CH fate in the medial telencephalic neuroepithelium.

In addition to CH induction, we report that *Lmx1a* functions as a regulator of expression of CH-specific Wnt signaling molecules, including the canonical Wnt3a (Figure 3A–C, Figure 2—figure supplement 4I, and Figure 3—figure supplement 1). Canonical Wnt signaling from the CH promotes the proliferation of hippocampal (DNe) progenitors (Lee et al., 2000). It has also been previously shown that single and double mutants for *Lrp6* and *Lef1* genes, which encode components of the Wnt signaling transduction pathway, exhibit disrupted transhilar and supragranular scaffolds (Zhou et al., 2004; Li and Pleasure, 2005), indicating that Wnt signaling has a role in the development of the hippocampal glial scaffold. Our gene expression studies and phenotypic analysis of *Lmx1a^-/-^* mutant and *Lmx1a^+/-^;Wnt3a^+/-^*double heterozygous mice identified *Lmx1a* as a novel regulator of proliferation of DG progenitors, hippocampal glial scaffold formation, and electrophysiological properties (input resistance) of DG neurons, which likely, at least partially, promotes hippocampal development by modulating Wnt signaling, particularly expression of its secreted ligand Wnt3a.

We found that besides CH signaling, *Lmx1a* regulates two distinct steps of CR cell development – their migration and differentiation from CH progenitors. Migrating CR cells drive the formation of the HF and glial scaffold in the developing hippocampus, and *Tbr2* has been implicated in the regulation of migration of CR cells (Frotscher et al., 2003; Hodge et al., 2013; Meyer et al., 2004; Meyer et al., 2019). In addition to CR cells, *Tbr2* is also expressed in hippocampal progenitors (that do not arise from the CH) (Hodge et al., 2013; Hodge et al., 2012). Interestingly, in *Lmx1a* mutants, *Tbr2* expression was reduced in the CH, but not in hippocampal progenitors (Figure 4B–D). To study whether *Tbr2* intrinsically regulates CR cell migration, we conditionally inactivated this gene in the CH (in *Lmx1a-Cre;Tbr2^F/F^* mice), which resulted in CR cell migration abnormalities similar to those observed in *Lmx1a^-/-^* mice and *Lmx1a*/*Tbr2* double heterozygous (*Lmx1a^+/-^;Lmx1a-Cre;Tbr2^+/F^*) mice. In addition to CR migration abnormalities, the latter two mouse strains had similar HF and glial scaffold formation abnormalities. Taken together, our data indicate that in addition to regulating Wnt signaling to promote hippocampal development, *Lmx1a* also regulates *Tbr2* expression to promote CR cell migration and HF formation.

Initiation of CR cell migration coincides with their differentiation in the CH (Causeret et al., 2021). In addition to CR cell migration, neuronal differentiation was also disrupted in the *Lmx1a* mutant CH, as revealed by our RNAseq pathway analysis and a delayed exit of CH progenitors from the cell cycle, a prerequisite for cell differentiation (Figure 2). Interestingly, despite a delayed migration of CR cells, exit of progenitors from the cell cycle was normal in the CH of *Lmx1a^+/-^; Lmx1a-Cre;Tbr2^+/F^* mice (Figure 4G–H), indicating that CR cell differentiation and migration are regulated by *Lmx1a* via different downstream mediators. We found that loss or knockdown of *Lmx1a* in the CH reduces the expression of a negative regulator of the cell cycle *Cdkn1a* (Xiao et al., 2020) and that exogenous *Cdkn1a*, introduced via in utero electroporation, not only rescued cell-cycle exit defects in the CH but also normalized the number of p73+ CR cells in *Lmx1a^-/-^* embryos. Together, our data indicate that *Lmx1a* promotes differentiation of CR cells at least partially via regulating the exit of their progenitors from the cell cycle via *Cdkn1a*.

In addition to the discussed above roles of *Lmx1a* in the regulation of proliferation in the DNe, transhilar scaffold formation, and differentiation and migration of CR cells, disruption of other cellular processes is likely to contribute to hippocampal deficits in *Lmx1a^-/-^* mice as well. For example, although no time-lapse imaging was performed, our BrdU labeling experiments revealed an abnormal distribution of cells originating in the DNe in *Lmx1a^-/-^* embryos (Figure 1—figure supplement 2), which in the absence of elevated apoptosis, suggests a compromised migration of cells from the DNe to DG. Although a reduced proliferation in the DNe of *Lmx1a^-/-^* mutants likely contributes to the reduction of their DG size, DNe proliferation abnormalities alone are unlikely to explain the relative change in the fractions of BrdU-labeled cells found in different segments of the migratory route in *Lmx1a^-/-^* embryos (a larger fraction of BrdU-labeled cells was detected in the DMS and a smaller fraction of BrdU-labeled cells was found in the FDJ and DJ regions, relative to wild-type controls). A severe disruption of the transhilar glial scaffold, the structure necessary for cellular migration from the DNe to the DG, is also consistent with the presence of migration abnormalities in *Lmx1a^-/-^* mutant mice.

Wnt3a, which is downregulated in the *Lmx1a^-/-^* CH, is known to promote not only proliferation but also the specification of DG progenitors (Lee et al., 2000; Mangale et al., 2008; Subramanian and Tole, 2009b). Thus, although not directly tested in the current study, it is likely that the reduced number of Prox1+ DG progenitors in *Lmx1a^-/-^* embryos results not only from their reduced proliferation but also because of their decreased specification. Finally, in *Lmx1a* mutants, we linked a decreased number of CR cells with a reduced exit of CH progenitors from the cell cycle. However, our data do not exclude a possibility that loss of *Lmx1a* also causes a cell cycle progression defect (resulting in CH progenitors being delayed in a certain phase of the cell cycle). This hypothesis remains to be tested.

Our current analysis has also strengthened the role of *Lmx1a* in the segregation of the CH from the cortical neuroepithelium. A boundary formation between the cortical (hippocampal) and CH neuroepithelia involves the cortical selector gene *Lhx2*. In the chimeric telencephalic neuroepithelium and in vitro cell aggregation studies, *Lhx2*^+/+^ and *Lhx2*^-/-^ cells self-segregate, forming a boundary between *Lhx2*^+/+^ (*Lhx2* expressing) cells that adopt the hippocampal fate and *Lhx2*^-/-^ cells that adopt the fate of the CH (Mangale et al., 2008). Our previous genetic fate mapping revealed that in the absence of *Lmx1a*, the dorsal midline lineage aberrantly contributes to the adjacent hippocampus (Chizhikov et al., 2010). Our current observation that *Lmx1a* is sufficient to downregulate *Lhx2* in e10.75–e12.5 cortical neuroepithelium (Figure 6J–L) indicates an intrinsic role for *Lmx1a* in the segregation of the CH lineage from cortical (hippocampal) cells. Interestingly, our RNAseq analysis revealed significant enrichment in cell–cell and cell–extracellular matrix adhesion pathways among genes misregulated in the *Lmx1a^-/-^* CH, suggesting that in addition to *Lhx2*, *Lmx1a* regulates CH/hippocampus segregation via adhesion genes.

In conclusion, we determined that *Lmx1a* orchestrates CH development and function by co-regulating multiple processes ranging from CH cell-fate induction to CH Wnt signaling to differentiation and migration of CR cells. We determined the genes misregulated by loss of *Lmx1a*, and, by combining gene expression, genetic analysis and in utero electroporation rescue experiments, identified *Wnt3a*, *Tbr2*, and *Cdkn1a* as key downstream mediators of *Lmx1a* function in the CH. It is likely that genes identified as misexpressed in *Lmx1a^-/-^* CH by our RNAseq analysis include additional important regulators of CH development or mediators of CH function, and further studies are required to fully characterize an *Lmx1a*-dependent network. Regardless, our work revealed that the development and function of the CH, a key signaling center in the mammalian brain, employs *Lmx1a* as a master regulatory gene and established the framework for characterizing the mechanisms that regulate the development and function of signaling centers in the CNS.

## Materials and methods

### Mice

Mice used in this study include *Lmx1a* null (*Lmx1a^drJ^*, Jackson Laboratory strain #000636) (Chizhikov et al., 2006; Deng et al., 2011; Kridsada et al., 2018), *Wnt3a* null (Jackson Laboratory strain #004581) (Takada et al., 1994), *Tbr2^floxed^* (Jackson Laboratory strain #017293) (Zhu et al., 2010), and *Lmx1a-Cre* (BAC transgenic mice that express a GFP-tagged Cre protein under the control of the *Lmx1a* regulatory elements, referred to as *Lmx1a-Cre* throughout the article) (Chizhikov et al., 2010). Animals were maintained on a mixed genetic background comprising C57Bl6, FVB, and CD1. Genomic DNA obtained from mouse tails was used for genotyping (Chizhikov et al., 2019; Takada et al., 1994; Zhu et al., 2010). Both males and females were used for analysis. The presence of a vaginal plug was considered as embryonic day 0.5 (e0.5), while the day of birth was considered postnatal day 0 (P0). For cell proliferation, cell cycle exit, and cell migration experiments, pregnant dams were intraperitoneally injected with BrdU at 50 mg/kg. All animal experiments were approved by the University of Tennessee Health Science Center (UTHSC) Institutional Animal Care and Use Committee (IACUC) (protocols 21-0248.0, 18-037.0, 15-057.0).

### Immunohistochemistry

Embryonic heads or dissected brains were fixed in 4% paraformaldehyde (PFA) in phosphate-buffered saline (PBS) for 1.5–12 hr, washed three times in PBS (30 min each), equilibrated in 30% sucrose in PBS for 2 hr at 4°C, and embedded in optimum cutting temperature (OCT) compound (Tissue Tek). Tissue blocks were sectioned coronally on a cryostat at 12 μm, and sections were collected on Superfrost Plus slides (Fisher Scientific). Immunohistochemistry was performed as described (Iskusnykh et al., 2021). Sections were dried for 20 min, washed three times in PBS (10 min each), blocked in PBS containing 1% normal goat serum and 0.1% Triton X-100, and incubated with primary antibodies at 4°C overnight. Slides were washed three times in PBS (10 min each), incubated with secondary antibodies for 1 hr at room temperature, washed three times in PBS (10 min each), mounted in Fluorogel (EMS), and cover slips were applied. For immunostaining with anti-Ki67, anti-BrdU, and chicken anti-Tbr2 antibodies, slides were boiled in 1× target retrieval solution (Dako) for 10 min and cooled at room temperature for 1 hr prior to the blocking step. We used the following primary antibodies: anti-Prox1 (rabbit, Chemicon, Cat# Ab5475, 1:500, RRID:AB_177485), anti-Prox1 (mouse, Novus, Cat# NBP1-30045, 1:200, RRID:AB_2170710), anti-BrdU (rat, Abcam, Cat# ab6326, 1:50, RRID:AB_305426), anti-BrdU (rabbit, Rockland, Cat# 600-401c29, 1:300, RRID:AB_10893609), anti-Ki67 (mouse, BD Pharmingen, Cat# 556003, 1:250, RRID:AB_396287), anti-GFAP (rabbit, Dako, Cat# z0334, 1:200, RRID:AB_10013382), anti-Reelin (mouse, Chemicon, Cat# Mab5364, 1:500, RRID:AB_2179313), anti-Tbr2 (rat, eBioscience, Cat# 14-487582, 1:200, RRID:AB_11042577), anti-Tbr2 (chicken, Millipore, Cat# AB15894, 1:200, RRID:AB_10615604), anti-GFP (chicken, Abcam, Cat# ab13970, 1:500, RRID:AB_300798), anti-p73 (mouse, Invitrogen, Cat# MA5-14117, 1:100, RRID:AB_10987160), anti-Lhx2 (rabbit, Invitrogen, Cat# PA5-64870, 1:200, RRID:AB_2662923), anti-Cdkn1a (mouse, BD Pharmingen, Cat# 556431, 1:500, RRID:AB_396415), anti-Ctip2 (rat, Abcam, Cat# ab18465, 1:500, RRID:AB_2064130), anti-Lmx1a (goat, Santa-Cruz, Cat# sc-54273, 1:500, RRID:AB_2136830), anti-Ttr (rabbit, Dako, Cat# A0002, 1:200, RRID:AB_2335696), and anti-activated Caspase 3 (rabbit, Promega, Cat# G7481, 1:250, RRID:AB_430875), and appropriate secondary antibodies, conjugated with Alexa 488 or 594 fluorophores (Life Technologies) at 1:100 dilutions.

### Histology

Tissue was processed as described for immunohistochemistry above. Slides were incubated in 0.1% cresyl violet acetate solution for 15 min, dehydrated in ethanol and xylenes, dried at room temperature, mounted in Permount (Fisher), and cover slips were applied.

### RNAscope fluorescent in situ hybridization

Embryos were fixed in 4% PFA for 16 hr at 4°C, submerged in 10, 20, and 30% sucrose, embedded in OCT, and sectioned coronally on a cryostat at 12 µm. RNAscope in situ hybridization was performed with RNA probes for the mouse *Wnt3a* gene (NM_009522.2, 20 ZZ pairs, target location: 667–1634) and the mouse *Ccdc3* gene (NM_028804.1, 9 ZZ pairs, target location: 2–702) and the RNAscope 2.5 HD Reagent Kit-RED (Advanced Cell Diagnostics, USA). Slides were boiled in 1× Target retrieval solution for 5 min, treated with protease for 15 min at 40°C, and incubated with the RNA probe for 2 hr at 40°C. The unbound probe was removed by rinsing slides in 1× wash buffer, and signal amplification reagents were sequentially added. Finally, slides were washed twice in PBS, mounted in Fluoro-Gel medium, and cover slips were applied (Electron Microscopy Sciences, USA). When slides from in utero electroporated embryos were used, GFP fluorescence in each section was imaged to identify electroporated cells prior to the beginning of in situ hybridization.

### Laser capture microdissection (LCM) and RNA purification

LCM was performed using an Arcturus XT LCM machine. For RNAseq experiments (Figure 2G and H), the CH was isolated under a bright light mode. For *Lmx1a* knockdown experiments, achieved via in utero electroporation, electroporated (GFP+) cells in the CH were isolated using a fluorescent mode (see experimental design in Figure 2—figure supplement 4A–D).

For both types of experiments, embryonic heads were placed in OCT and flash-frozen on dry ice. Serial 10-μm-thick coronal sections spanning the entire telencephalon were collected. Every second section was immunostained against Lmx1a to confirm the presence of the CH and identify its boundaries. The remaining slides were used to laser capture microdissect the entire CH (for RNAseq experiments) or GFP+ (electroporated) cells in the CH (for *Lmx1a* shRNA knockdown in utero electroporation experiments). CH tissue isolated from different sections of the same embryo was pooled and comprised one sample for RNAseq or qRT-PCR analysis. In *Lmx1a* knockdown experiments aimed to confirm an intrinsic role of *Lmx1a* in the CH, only embryos showing GFP fluorescence in the CH but lacking that in the ChPe (where Lmx1a is expressed in addition to CH [Chizhikov et al., 2019] were used for analysis) (Figure 2—figure supplement 4B).

A Pico Pure RNA purification kit (Arcturus) was utilized to isolate RNA from laser capture microdissected samples, according to the manufacturer’s instructions. RNAse-free DNAse I (QIAGEN) was used to remove traces of genomic DNA.

### RNAseq and bioinformatics analysis

All RNA samples were subject to quality control using a Bioanalyzer. Mean RNA integrity number (RIN) of the samples used for library construction and sequencing was 8.43 ± 0.69 (SD).

FastQC-v0.11.8 was used to perform quality control of the RNAseq reads. Remaining adapters and low-quality bases were trimmed by Trimmomatic-v 0.36 (Bolger et al., 2014) with parameters: Adapters:2:30:10 SLIDINGWINDOW:4:15 MINLEN:30. Paired-end RNA-sequencing data was aligned to the mouse genome (GRCm38) with gene annotations from Ensembl (v102) (Aken et al., 2016) using STAR-v2.7.1a with default parameters (Dobin et al., 2013). Read count per gene was calculated using HTSeq-v0.11.2 (Anders et al., 2015). Genes were filtered by requiring at least 10 read counts in at least three samples and then processed using EdgeR-v3.30.3 (Robinson et al., 2010) for normalized read count per million (CPM) and differential expression analysis. p-Values were adjusted by the FDR. Significant differentially expressed genes (DEGs) were declared at FDR < 0.1. Functional enrichment was done using R package clusterProfiler-v 3.18 (Yu et al., 2012) based on the biological processes GO, hallmark, and curated gene set definitions from MSigDB (v7.4.1) (Subramanian et al., 2005).

### qRT-PCR analysis

cDNA was synthesized with the cDNA synthesis kit (Bio-Rad, Cat# 1708890). qRT-PCR was performed using a Roche LC480 Real-time PCR machine and SYBR Fast qPCR master mix (Kapa Biosystems) as described (Iskusnykh et al., 2021). Gene expression was normalized to that of the reference gene *Gapdh*. All samples were tested in triplicate using the primers listed in Table 1.

**Table 1.** Sequences of primer used in qRT-PCR.

Primers	Reference
Slc17a8 F: ggtgtggggaccctctctgg Slc17a8 R: cccagaagcgaagaccccgt	This study
Ccdc3 F: tatgccaaggtgctggcgct Ccdc3 R: taaggttgagccgggagccg	This study
Adamts1 F: ctggcacctccggtggctta Adamts1 R: gtccccatggtccccagctt	This study
Tbr2 F: ctacgggccatacgccggaa Tbr2 R: gtagtgggcggtggggttga	This study
Cux2 F: ccctgaggaagacccctcgg Cux2 R: ccttggcccatcaggaccca	This study
Cdkn1a F: ggtcccgtggacagtgagca Cdkn1a R: gggacccagggctcaggtag	This study
Wnt3a F: ctcctctcggatacctcttagtg Wnt3a R: gcatgatctccacgtagttcctg	Watanabe et al., 2016
Gapdh F: cgacttcaacagcaactcccactcttcc Gapdh R: tgggtggtccagggtttcttactcctt	Liu et al., 2009

### Mouse in utero electroporation

For overexpression studies, cDNAs encoding full-length mouse *Lmx1a* and *Cdkn1a* were cloned into a *pCIG* plasmid (Megason and McMahon, 2002). For *Lmx1a* knockdown experiments, we used the previously characterized *Lmx1a*-targeting shRNA construct (*pLKO.1*-mouse *Lmx1a* shRNA, Sigma, TRCN0000433282) (Fregoso et al., 2019). The *pLKO.1*-non-mammalian shRNA construct (Sigma, SHC002) was used as a control. Plasmids were co-electroporated with *pCAG-GFP* (Matsuda and Cepko, 2004) to visualize electroporated cells.

Using a fine glass microcapillary, plasmid DNA (1 μg/μl for each plasmid) was injected into the lateral ventricles of the embryos. Electroporations were performed using paddle electrodes and a BTX ECM830 electroporator. The positive electrode was placed against the medial telencephalic neuroepithelium to target the CH or neighboring hippocampal primordium (as shown in Figure 2—figure supplement 4A) or against lateral cortex to target lateral telencephalon (as shown in Figure 6—figure supplement 2). Following electroporation, the uterus was placed back into the abdomen to allow continuing development. Upon harvesting, embryos were evaluated under a stereomicroscope for GFP fluorescence in the telencephalon. The telencephalon of GFP+ embryos was serially coronally sectioned, and those demonstrating GFP fluorescence in desired telencephalic areas were used for analysis.

### Electrophysiological recordings

Brains were dissected in artificial cerebrospinal fluid (aCSF), which contained 20 mM D‐glucose, 0.45 mM ascorbic acid, 1 mM MgSO_4_, 2.5 mM KCl, 26 mM NaHCO_3_, 1.25 mM NaH_2_PO_4_, 125 mM NaCl, and 2 mM CaCl_2_, and were cut into 300-μm-thick slices using a Leica VT1000S vibratome at 4°C. Slices were allowed to recover at 32°C for 60 min in an aCSF‐filled chamber under continuous bubbling with 95% O_2_/5% CO_2_. For the recording, slices were put in a chamber attached to a modified stage of an Olympus BX51WI upright microscope and perfused continuously with bubbled aCSF at room temperature. Electrodes (4–8 MΩ) were pulled from borosilicate glass with an outer diameter of 1.5 mm using a P‐97 micropipette puller (Sutter Instruments, USA) and filled with a solution containing 140 mM K-gluconic acid, 10 mM HEPES, 1 mM CaCl_2_, 10 mM EGTA, 2 mM MgCl_2_, and 4 mM Na_2_ATP (pH 7.2, 295 mOsm). Whole-cell current clamp recordings were obtained from neurons in the granule cell layer of the DG using an Axon Multiclamp 700B amplifier (Molecular Devices, USA). Traces were digitized using an Axon 1440A Digitizer at 10 kHz and filtered at 2 kHz using Clampex 10 software (Molecular Devices). After achieving a stable whole-cell recording, a multi-sweep current injection step protocol (−120 to 20 pA in 20 pA increments) was applied, and input resistance was calculated using Clampfit 9 software (Molecular Devices).

### Measurements, cell counts, and statistical analysis

Serial coronal sections were generated for each embryonic or postnatal telencephalon. The same number of sections was collected on each slide to facilitate the identification of the position of each section along the anterior-posterior (A-P) axis of the telencephalon. Upon inspection under a bright-field microscope, sections containing the CH (or its derivative – the fimbria in late embryonic and postnatal brains) were identified. For consistency, we compared sections from control and experimental animals taken at similar A-P levels, approximately midway along the telencephalic region that contained the CH/fimbria. At least three embryos were analyzed per experimental condition (typically 3–5 non-adjacent sections per animal).

Sections containing a fluorescent signal were evaluated under a Zeiss Axio Imager A2 fluorescence microscope and imaged using an AxioCam Mrm camera and AxioVision Rel 4.9 software (Zeiss). Bright-field images were taken using an Olympus SZX microscope, Leica MC170HD camera, and LAS V4.5 software. In all experiments, slides for control and experimental animals were processed and stained in parallel and imaged using identical acquisition settings. Signal intensity (average pixel intensity) was measured in ImageJ software (NIH), as previously described (Chizhikov et al., 2019). Wnt3a RNAscope in situ hybridization signal was quantified in the entire CH (Figure 3C). To quantify Tbr2 expression, the CH was divided into three equally sized bins along the radial axis: ventricular zone, intermediate zone, and marginal zone (Figure 4B). Then immunohistochemistry signal for Tbr2 was quantified in all positive cells located in each of these CH regions (Figure 4C) and in a 200 µm high segment of the hippocampal primordium located directly above the CH (Figure 4D). Immunohistochemistry signal for Cdkn1a was quantified in all positive cells located in the CH (Figure 5D). Immunohistochemistry signal for Lhx2 was measured in all GFP+ cells in a 200 µm high segment of the hippocampal primordium located directly above the CH (Figure 6L). The signal intensity in individual cells was averaged to generate a value for each embryo. For these and other experiments, the boundaries of the CH were identified using adjacent Lmx1a-immunostained sections as templates (taking advantage that in the *dreher^J^* strain used in this study, *Lmx1a* harbors a point mutation, which although completely functionally inactivates Lmx1a [Chizhikov et al., 2010; Deng et al., 2011] does not prevent the production of [inactive] Lmx1a protein).

To analyze proliferation, a 1.5 hr BrdU pulse (which labels cells in the S phase of the cell cycle) was used, and the percentage of BrdU+ cells (the number of BrdU+ cells divided by the total number of cells in the region of interest) or the number of BrdU+ cells per ventricular surface length were calculated. The percentage of cells that exited the cell cycle (the number of BrdU+/Ki67- cells divided by the total number of BrdU+ cells in the region of interest) was calculated in embryos 24 hr after BrdU injection. For migration experiments, mice were injected with BrdU at e14.5, shortly before the DNe progenitors begin migration to the DG, and the distribution of migrated BrdU-labeled cells was analyzed at e16 and e18.5. The fractions of BrdU+ cells located in different segments along their migratory route were calculated (Figure 1—figure supplement 2C–H): the first segment (labeled as DMS) was between the DNe and FDJ, the second was along the surface of the FDJ, and the third was in the DG, as previously described (Cai et al., 2018).

To evaluate apoptosis in the developing hippocampus, the number of activated Caspase 3+ cells was quantified per mm^2^ of the embryonic hippocampal primordium (defined as the region located between the fimbria and the HF, Figure 1—figure supplement 3A–F) or as a % of activated Caspase 3+ cells among DAPI+ cells in the DNe (Figure 1R–T) or as a % of activated Caspase 3+ cells among Prox1+ cells in the DG (Figure 1—figure supplement 3D’, E’, G, H–M).

Comparisons of two groups were performed with an unpaired two-tailed *t*-test. Comparisons of multiple groups were performed with one-way ANOVA with Tukey’s post hoc test. IBM SPSS Statistics (version 27) and Excel software were used. Quantitative data in all figures, except Figures 4A and 5A, and Figure 2—figure supplement 3C, and Figure 3—figure supplement 1B, which show RNAseq expression data in a log scale, are presented as the mean ± SD. In the aforementioned figures, data are presented as the median (center line), the first and third quartiles (upper and lower edges of the box, respectively), and error bars indicating the minimum and maximum data points. Graphs were generated with GraphPad Prism 6 (GraphPad) software.

### Materials availability

All unique/stable reagents generated in this study are available from the corresponding authors without restriction.

## Data Availability

RNA-seq data have been deposited in the NCBI Gene Expression Omnibus under the accession code GSE216165. All other data are included in the article or supporting information. Source data files have been provided for Figures 1-6 and relevant Figure supplements. The following dataset was generated: IskusnykhIY ChizhikovVV LiY BihannicL NorthcottPA 2022Lmx1a is a master regulator of the cortical hemNCBI Gene Expression OmnibusGSE21616510.7554/eLife.84095PMC1050888437725078

# Supplementary material for: Lmx1a is a master regulator of the cortical hem
**Source:** eLife. 2023 Sep 19;12:e84095. doi: 10.7554/eLife.84095
**Supplement:** MDAR checklist

## **Materials Design Analysis Reporting (MDAR)** **Checklist for Authors**

The [MDAR framework](#) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](#)), life science research (see the [BioSharing Information Resource](#)), or animal research (see the [ARRIVE Guidelines](#) and the [STRANGE Framework](#); for details, see *eLife's* [Journal Policies](#)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

### **Materials:**

| <b>Newly created materials</b>                                                                                                                                                                                                                      | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | "Materials availability" section.                         |            |

| <b>Antibodies</b>                                                                                         | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-----------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| For commercial reagents, provide supplier name, catalogue number and <a href="#">RRID</a> , if available. | Materials and Methods.<br>"Immunohistochemistry" section. |            |

| <b>DNA and RNA sequences</b>                                                                                        | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|---------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Supplementary Table 1.                                    |            |

| <b>Cell materials</b>                                                                                                                            | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |                                                           | N/A        |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status.                                                           |                                                           | N/A        |

| Experimental animals                                                                                                                                                                                   | Indicate where provided:<br>section/figure legend                                               | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------|-----|
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and Methods. "Mice" section. Also in legends for Figures 1-6, and figure supplements. |     |
| Animal observed in or captured from the field: Provide species, sex, and age where possible.                                                                                                           |                                                                                                 | N/A |

| Plants and microbes                                                                                                                                                          | Indicate where provided:<br>section/figure legend | N/A |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |                                                   | N/A |
| Microbes: provide species and strain, unique accession number if available, and source.                                                                                      |                                                   | N/A |

| Human research participants                                                                                                    | Indicate where provided:<br>section/figure legend) or state if<br>these demographics were not<br>collected | N/A |
|--------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------|-----|
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |                                                                                                            | N/A |

## Design:

| Study protocol                                                                                                                      | Indicate where provided:<br>section/figure legend | N/A |
|-------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |                                                   | N/A |

| Laboratory protocol                                                                     | Indicate where provided:<br>section/figure legend                                    | N/A |
|-----------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------|-----|
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | Detailed protocols with appropriate citations are provided in Materials and Methods. |     |

| Experimental study design (statistics details) * |
|--------------------------------------------------|
|--------------------------------------------------|

| <b>For in vivo studies: State whether and how the following have been done</b> | <b>Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”</b>                                                                                                                      | <b>N/A</b> |
|--------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------|
| Sample size determination                                                      | Sample-size calculation was not performed. Sample sizes were chosen based on published studies that used the same techniques and are reported in figure legends.                                                                      |            |
| Randomisation                                                                  |                                                                                                                                                                                                                                       | <b>N/A</b> |
| Blinding                                                                       | The phenotypes of control and experimental animals were obvious. Thus, blinding was not possible.                                                                                                                                     | <b>N/A</b> |
| Inclusion/exclusion criteria                                                   | In utero electroporated embryos that did not show GFP expression or showed GFP expression in non-desired brain regions were excluded from the study, as described in Materials and Methods, “Mouse in utero electroporation” section. |            |

| <b>Sample definition and in-laboratory replication</b>                 | <b>Indicate where provided: section/figure legend</b>                                                   | <b>N/A</b> |
|------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------|------------|
| State number of times the experiment was replicated in the laboratory. | Typically, each experiment was replicated 3 or more times, as indicated in the figure legends.          |            |
| Define whether data describe technical or biological replicates.       | All data describe biological replicates. n (number of embryos/mice) is indicated in each figure legend. |            |

| <b>Ethics</b>                                                                                                                                                       | <b>Indicate where provided: section/submission form</b> | <b>N/A</b> |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------|------------|
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval.   |                                                         | <b>N/A</b> |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Materials and Methods. “Mice” section.                  |            |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |                                                         | <b>N/A</b> |

| <b>Dual Use Research of Concern (DURC)</b> | <b>Indicate where provided: section/submission form</b> | <b>N/A</b> |
|--------------------------------------------|---------------------------------------------------------|------------|
|--------------------------------------------|---------------------------------------------------------|------------|

|                                                                                                                                                          |  |     |
|----------------------------------------------------------------------------------------------------------------------------------------------------------|--|-----|
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |
|----------------------------------------------------------------------------------------------------------------------------------------------------------|--|-----|

## Analysis:

| Attrition                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend                                                                                                                                                                           | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | The only samples excluded from analysis were electroporated samples that did not show GFP fluorescence (electroporation was unsuccessful), as described in Materials and Methods, "Mouse in utero electroporation" section. |     |

| Statistics                                                   | Indicate where provided:<br>section/figure legend                                       | N/A |
|--------------------------------------------------------------|-----------------------------------------------------------------------------------------|-----|
| Describe statistical tests used and justify choice of tests. | Materials and Methods.<br>"Measurements, cell counts, and statistical analysis" section |     |

| Data availability                                                                                                                                                | Indicate where provided:<br>section/submission form | N/A |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------|-----|
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | "Data availability" section                         |     |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available.                         | "Data availability" section                         |     |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation.                                                         |                                                     | N/A |

| Code availability                                                                                                                                                                                                                                                  | Indicate where provided:<br>section/figure legend | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |                                                   | N/A |

|                                                                                                                                                                                                              |  |     |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--|-----|
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation.                                                                                                      |  | N/A |

## Reporting:

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| Adherence to community standards                                                                                                                                                | Indicate where provided: section/figure legend | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------|-----|
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |                                                | N/A |

---

\* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](#).

### Sample-size estimation

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

### Replicates

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

### Statistical reporting

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than

0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

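RNA was isolated from the laser-captured CH of 5 wild-type and 5 *Lmx1a-/-* embryos at e13.5, with the sections of 1 embryo pooled into 1 library. According to the paper's methods, the authors trimmed paired-end reads with Trimmomatic, aligned them to GRCm38 with the Ensembl annotation using STAR with default parameters, and made a read count per gene with HTSeq. The values in the deposited table are these counts, without filtering or normalization. The strand setting of HTSeq is not named in the paper's text, so counts of genes that overlap on opposite strands are uncertain, and reads shared by near-identical genes, such as histone or globin genes, were counted as HTSeq resolved them.

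The deposited table has 52508 rows, all of which name a gene. Of these, 281 repeat another row exactly and were dropped, which left 52227 genes, 52083 of them with a symbol. Library totals lay between 19145952 and 36462780 counts. Positions are those of the GENCODE M21 annotation of GRCm38, counted from 1. The genotype and number of each embryo come from the labels of the samples.

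Genes with at least 10 counts in at least 3 libraries were tested, as in the paper's methods. The analysis used R 4.3.3, edgeR 4.0.16 and limma 3.58.1. Libraries were scaled by TMM, a trended dispersion was estimated, and genotypes were compared with edgeR's quasi-likelihood test. P values were adjusted by the Benjamini-Hochberg method, with an FDR under 0.1 as the threshold. The paper's text does not name which edgeR test it used. Normalized CPM are TMM-scaled counts, and the SE of a log2 fold change is its size divided by the square root of the F statistic. The design included all 10 libraries without a covariate.

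Lists of genes were tested with camera at a preset correlation of 0.01, with an FDR over 21 lists and 0.05 as the threshold. The lists are the CH markers and the lower and higher CR cell-enriched genes of the paper, and lists written by hand for Wnt signaling, Wnt ligands, genes activated by Wnt signaling, matrix and adhesion, migration and guidance, promotion of neuronal differentiation, restraint of neurogenesis, histones, the cell cycle, choroid plexus epithelium, red blood cells, endothelium, mesenchyme and meninges, microglia, cortical neuroepithelium, neurons, and further CR cell and CH genes. The gene sets the paper used were not used here. Reactome sets of 10 to 500 genes shipped with fgsea 1.28.0 were tested in the same way, with 14823 of the 21664 tested genes matched to them.

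The genes named are all those the paper names for these data, the 5 lower and 5 higher genes with the smallest p among genes past the threshold whose libraries did not overlap, up to 5 members of each list with the smallest p, and *Xist* with Y-linked genes. Some genes that this rule names are not reported here. The design, this rule, the lists and most alternatives were fixed before the data were examined. These alternatives were edgeR's likelihood ratio and exact tests, the Wald test of DESeq2 1.42.0, robust dispersions, other scaling (RLE, upper quartile, library size only), other filters on low counts, a block for the embryo number, the *Xist* level or the mean of the choroid plexus list as a covariate, an FDR of 0.05, each embryo left out in turn, and for lists fry and camera with an estimated correlation. The alternatives chosen after seeing the data were the newer dispersion method of edgeR's quasi-likelihood test (legacy = FALSE), the repeated rows kept, an offset for GC content per library, and mitochondrial genes left out. The first 2 came out of a comparison of settings made while the paper's values were known. A list of transcripts without a poly(A) tail was also written after the histone genes were seen to be lower.

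The fits were tested on simulated negative binomial counts with the mean levels, dispersions and library sizes of the data and 200 genes changed, and 21050 genes were tested. The quasi-likelihood test recovered 85.5% of the changed genes, and 8.56% of its 187 calls were false. Of the calls of the likelihood ratio test, the exact test and DESeq2, 25.2%, 24.4% and 27.8% were false. This was a single simulated set, and the changed genes were drawn from genes above a low mean level. Each simulated change was larger than those of *Eomes* (log2 fold change -0.51), *Wnt3a* (-0.45), *Akap6* (-0.53) and *Mapk8* (0.28). The share recovered thus does not speak to changes of that size. The false shares belong to 200 changed genes and may differ where another number changed.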

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

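The tests on the sex-linked transcripts, on further CH genes and on cortical genes in this part were chosen only after the results were seen, and the other tests before the result each measures was seen.

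Among 114 groups of 5 libraries, 13 (11.4%) had a library whose gap to its nearest neighbour took a larger part of the range of the group, on the log2 scale, than Dixon's critical value of 0.71, where chance gives about 5%. Many of these come from the sex-linked genes, so they are not independent. In wild-type CH the gap was 0.981 of the range for *Xist*, 0.913 for *Ddx3y*, and 1 for each of *Eif2s3y*, *Kdm5d* and *Uty*, always at embryo 1. In *Lmx1a-/-* CH it was 0.717 for *Ddx3y*, at embryo 4. Embryos of both sexes, unevenly spread over the genotypes, would give either *Xist* or all Y-linked transcripts in each library, and this held in 10 of the 10 libraries. The sex of the embryos is not given, and no groups were formed from these values.

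Whether this imbalance contributes to the differences between genotypes cannot be told apart from an effect of genotype for most genes, because among the wild-type libraries *Eif2s3y*, *Kdm5d* and *Uty* were counted in that of embryo 1 alone. That library was set between the mean of the mutant libraries (0) and the mean of the other wild-type libraries (1), over the 470 autosomal genes that passed without it. Its median position was 0.939, and those of wild-type embryos 2 to 5, each left out in the same way, were 0.942, 0.572, 0.902 and 0.732. Wild-type embryo 1 thus lay on the wild-type side, which may argue against sex as the main source of these differences, but rests on 1 embryo.

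A library apart from the others was also found for *Asb4* (gap 0.94 of the range, *Lmx1a-/-* embryo 5 high), *Camk2a* (0.719, *Lmx1a-/-* embryo 3 low), *Chst8* (0.72, *Lmx1a-/-* embryo 4 low), *Gli3* (0.742, *Lmx1a-/-* embryo 5 low) and *Sorcs1* (0.768, *Lmx1a-/-* embryo 4 high). In wild-type CH it was found for *Plxnc1* (0.711, low) and *Bmpr1b* (0.772, high), both at embryo 3. For *Chst8* this library stood at 0.47 CPM and the other mutant libraries at 1.46 to 2.23 CPM. No explanation was tested for these single genes.

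*Lmx1a* transcripts were higher in *Lmx1a-/-* CH, with a log2 fold change of 0.681, which the paper does not report. A candidate explanation is a larger share of CH cells among the captured cells, which would raise other CH genes as well. Further CH genes that are not among the paper's markers (12 of 16 of them in another list) had a median log2 fold change of -0.333. Since loss of *Lmx1a* may itself lower CH genes, this value does not speak to the share of CH cells, and the explanations cannot be told apart for *Lmx1a*. Whether the *drJ* transcript is more stable or *Lmx1a* limits its own transcription was not tested.

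Genes with the smallest p among higher genes that the paper does not discuss were *Fezf2* (log2 fold change 1.26), *Dgkb* (1.55), *Pde4b* (1.4), *Sorcs1* (1.66) and *Frzb* (1.95). For all 5 genes every mutant library lay above every wild-type library. *Fezf2* is in the list of genes of the cortical neuroepithelium, and neighbouring cortex in the captured CH is a candidate explanation for it. Without *Fezf2*, the log2 fold changes of this list differed among themselves by more than their standard errors (chi-square test of heterogeneity across genes, which are not independent replicates, p = 0.00481). The rise that cortical tissue brings depends on the level each gene already has in the CH, so unequal fold changes do not exclude it. This test was first run with *Fezf2* in the list and was run without it after the first value was seen, since that gene had drawn attention to the list. With no library of cortex to give its levels, captured cortex and a change within the CH cannot be told apart for *Fezf2*.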

How the results depend on the processing

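The alternatives with legacy = FALSE, with repeated rows kept, with a GC offset and without mitochondrial genes were chosen after seeing the data. Where no cause is named for a change below, the cause was not tested.

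All 14 CH markers were lower past the threshold under every alternative run except the covariates. With the *Xist* covariate 8 passed, and with the choroid plexus covariate 3, when 5 were among the 100 genes with the smallest p. Under the *Xist* covariate 26 genes were lower and 1 was higher, and 2040 had an unadjusted p under 0.05. Of the 870 genes past the threshold without a covariate, 869 kept their direction, and the median SE of these genes rose from 0.182 to 0.317, while the median ratio of their log2 fold changes to those without it was 1.03. The CH markers had a median log2 fold change of -1.73, against -1.41 without a covariate, and 14 had an unadjusted p under 0.05. Under the choroid plexus covariate 9 were lower and 7 were higher, 1243 had an unadjusted p under 0.05, and 856 of the 870 kept their direction with a median ratio of 0.83. Here the median SE was 0.308, the CH markers had a median of -0.92, and 11 had an unadjusted p under 0.05. With either covariate 0 lower and 0 higher CR genes passed, and the genes named next did not pass. With the *Xist* covariate the log2 fold changes were -1.67 for *Cdkn1a*, -1.61 for *Cux2*, 0.53 for *Lmx1a*, -1.26 for *Wnt2b* and -1.02 for *Wnt9a*, and those of *C1qb* (-0.40), *Ddx3y* (-0.019) and *Eif2s3y* (-0.075) reversed. With the choroid plexus covariate they were -0.78 for *Cdkn1a*, -0.37 for *Cux2*, 1.32 for *Lmx1a*, -0.42 for *Wnt2b* and -0.077 for *Wnt9a*. Those that reversed to a higher level were *Axin2* (0.22), *Bmp4* (0.16), *Bmp7* (0.014), *C1qa* (0.28), *Ebf2* (0.21), *Folr1* (0.25), *Hba-x* (0.16), *Slc4a5* (0.13), *Ttr* (1.17), *Wnt3a* (0.22) and *Zic2* (0.25). Of these, *Folr1*, *Slc4a5* and *Ttr* belong to the list whose mean is the covariate, so the loss of their difference is partly built in. Those that reversed to a lower level were *Lhx2* (-0.094), *Pax6* (-0.22) and *Sfrp1* (-0.38).

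The likelihood ratio test gave 805 lower genes, the exact test 772 and DESeq2 976, with 790 higher genes under DESeq2. These tests made more false calls on simulated data. Of the 870 genes past the threshold in the quasi-likelihood test, 868, 868 and 832 passed in these tests in that order, 832 of them with the same direction in DESeq2. *Eomes* passed in all 3 (log2 fold change -0.51, -0.51 and -0.51) and with 10 counts required in every library (-0.52), where fewer genes were tested. Its FDR ranged from 0.0406 to 0.46 over all alternatives. *Wnt3a* passed under DESeq2 (-0.45, FDR from 0.0306 to 0.959 over all alternatives). *Cdkn1a* did not pass with robust dispersions (-1.28). At an FDR of 0.05, 251 genes were lower and 197 were higher, 5 lower and 3 higher CR genes passed, and *Cdkn1a* (-1.28) and *Lmx1a* (0.68) did not. Scaling by library size alone gave 427 lower and 430 higher genes, and over the scalings the median log2 fold change of all genes stayed between -0.00565 and 0.0119. Among these scalings the lists were tested with TMM and RLE. With legacy = FALSE 663 were lower and 519 higher, with repeated rows kept 507 and 373, with the GC offset 435 and 381, and without mitochondrial genes 494 and 384.

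Embryos with the same number in the genotypes did not deviate together (correlations from -0.0985 to 0.0133, mean -0.0159, against -0.121 to 0.121 for other pairs), so they share only a number. With the number as a block, 353 genes were lower and 248 higher, 2 higher CR genes passed, and *Lmx1a* (0.70) and *Wnt9a* (-0.85) did not.

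Across the 10 fits that each left out 1 embryo, the lower genes ranged from 261 to 604 and the higher genes from 190 to 455. The lower genes changed by over 1.5 times without wild-type embryo 1 (291), wild-type embryo 2 (315), *Lmx1a-/-* embryo 2 (328), *Lmx1a-/-* embryo 4 (261) or *Lmx1a-/-* embryo 5 (308), and the higher genes without wild-type embryo 1 (213), wild-type embryo 2 (236), *Lmx1a-/-* embryo 4 (190) or *Lmx1a-/-* embryo 5 (238). The lower CR genes ranged from 5 to 10, and changed by over 1.5 times without wild-type embryo 1 (5) or *Lmx1a-/-* embryo 4 (5). The higher CR genes ranged from 3 to 5, and changed as much without wild-type embryo 2 (3), wild-type embryo 4 (3) or *Lmx1a-/-* embryo 4 (3). For *Cdkn1a* the log2 fold change ranged from -1.51 to -1.07, and it did not pass without wild-type embryo 1 (-1.18), wild-type embryo 2 (-1.26), wild-type embryo 5 (-1.26), *Lmx1a-/-* embryo 2 (-1.29) or *Lmx1a-/-* embryo 4 (-1.12). For *Lmx1a* it ranged from 0.55 to 0.78, and it did not pass without wild-type embryo 1 (0.73), wild-type embryo 4 (0.62), *Lmx1a-/-* embryo 4 (0.58) or *Lmx1a-/-* embryo 5 (0.70). For *Wnt9a* it ranged from -1.02 to -0.79, and it did not pass without wild-type embryo 1 (-0.83). *Eomes* (-0.61 to -0.37) passed without wild-type embryo 4 (-0.61) or *Lmx1a-/-* embryo 1 (-0.60), and *Wnt3a* (-0.57 to -0.38) without wild-type embryo 3 (-0.57).

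The camera FDR over these fits ranged from 0.0155 to 0.0891 for genes activated by Wnt signaling, and was past 0.05 without wild-type embryo 2 (0.0442), wild-type embryo 3 (0.0155) or *Lmx1a-/-* embryo 3 (0.0453). For migration and guidance it ranged from 0.00835 to 0.107, and was not past 0.05 without wild-type embryo 1 (0.0708), wild-type embryo 3 (0.107) or *Lmx1a-/-* embryo 4 (0.0683). It ranged from 0.0177 to 0.88 for promotion of neuronal differentiation, past 0.05 without wild-type embryo 4 (0.0177), and from 0.0436 to 0.311 for restraint of neurogenesis, past 0.05 without wild-type embryo 3 (0.0436). Under fry the Wnt list (0.0682) and the matrix and adhesion list (0.0682) did not pass, and the genes activated by Wnt signaling did (0.0354), as they did with 10 counts in every library (0.0488). With an estimated correlation the FDR was 0.21 for the Wnt list, 0.21 for matrix and adhesion and 0.132 for migration and guidance.

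Among the other genes and lists, 96 values newly passed and 164 no longer passed under an alternative, and in the fits without 1 embryo 46 newly passed and 97 no longer passed.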

Differences from the paper's values

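The counts of lower genes (497 against the paper's 612) and higher genes (373 against the paper's 457) are within 1.5 times of each other. The FDR of *Slc17a8* was 2.32 per 100000, against the paper's value of about 3.6 per 100000 in Figure 2—figure supplement 3C, read by eye. Among the alternatives set before the data were examined, it came within 1.5 times of the paper's value with upper quartile scaling (2.54), with scaling by library size only (3.28), without wild-type embryo 4 (3.74) and without *Lmx1a-/-* embryo 1 (3.21), and under the others it did not. It also did with library size only when the repeated rows were kept, a setting chosen after seeing the values.

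The FDR of *Ccdc3* was 16.6 per 100000, against the paper's value of about 6.0 per 100000 in the same panel, read by eye. It came within 1.5 times of it with robust dispersions (6.68), and under none of the other alternatives set before the data were examined.

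The paper names *Tbr2* (*Eomes*), *Akap6* and *Cacna2d2* as lower and *Mapk8* as higher CR genes, and none of them passed here (edgeR quasi-likelihood FDR = 0.129, 0.116, 0.113 and 0.102). For *Eomes* the paper's FDR, read by eye from a figure, is about 0.095. *Eomes* passed in edgeR's likelihood ratio test (0.0679) and exact test (0.0707), in DESeq2 (0.0406), with 10 counts in every library (0.0962), without wild-type embryo 4 (0.0706) and without *Lmx1a-/-* embryo 1 (0.0908). *Akap6* passed in edgeR's likelihood ratio test (0.0567) and exact test (0.0591), in DESeq2 (0.0312), with 10 counts in every library (0.0819), with the block (0.096), without wild-type embryo 4 (0.0809), without *Lmx1a-/-* embryo 5 (0.0739), and with legacy = FALSE (0.0939), which was chosen after seeing the values. *Cacna2d2* passed in edgeR's likelihood ratio test (0.0518) and exact test (0.0538), in DESeq2 (0.0297), with every gene tested (0.0987), with 10 counts in every library (0.0879), without wild-type embryo 3 (0.074) or 4 (0.0706), without *Lmx1a-/-* embryo 3 (0.0817), and with legacy = FALSE (0.0951), which was chosen after seeing the values. *Mapk8* passed in DESeq2 (0.0406), with robust dispersions (0.0911), upper quartile scaling (0.0826), library size only (0.0818), 10 counts in every library (0.0834) and without *Lmx1a-/-* embryo 4 (0.0947). It also passed with legacy = FALSE (0.0966) and without mitochondrial genes (0.0977), both chosen after seeing the values. Over all alternatives the FDR ranged from 0.0406 to 0.46 for *Eomes*, 0.0312 to 0.858 for *Akap6*, 0.0297 to 0.981 for *Cacna2d2* and 0.0406 to 0.948 for *Mapk8*.

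The paper places the 14 CH markers among the 100 most misregulated genes, and *Slit3* ranked 105 here. With 10 counts required in every library, 14 of them were among the 100 genes with the smallest p.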

Other observations

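The tests on the choroid plexus list within genotypes and on the histone genes against the cell cycle were chosen only after the results were seen. The other tests in this part were chosen before the result each measures was seen, those on GC content, mitochondrial genes and transcripts without a poly(A) tail after other results had been.

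The number of genes past the threshold was compared with that of other splits of the 10 libraries into 5 and 5. Of 100 splits drawn from the 126 possible ones, the real one included, 1 gave at least 870 genes, which was the real one, and the next largest gave 225. The first principal component took 24% of the variance and was negative for each wild-type and positive for each mutant library, with *Lmx1a-/-* embryo 3 nearest 0 (4.26). Wild-type embryo 3 lay nearest the middle between the genotypes in the comparison of left-out libraries (median position 0.572), and without it 564 genes were lower and 427 higher.

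Several technical explanations for the genes past the threshold were tested. With a GC offset per library 744 of the 870 genes passed, and without mitochondrial genes 866 did, so neither is likely to be the main source. Expression from 2 X chromosomes in part of the embryos would act on X-linked genes, while 832 of the 870 genes are autosomal, for which effects of X-linked genes were not tested. Of X-linked genes other than *Xist*, 36 of 713 (5.05%) passed, against 3.98% of autosomal genes (Fisher's exact test, two-sided, p = 0.146). These 713 genes had a median log2 fold change of 0.0904, against -0.00797 for autosomal genes, so they were not lower as a group in *Lmx1a-/-* CH. With *Xist* included, 15 X-linked genes past the threshold were lower and 22 were higher. The X-linked partners of Y-linked genes *Eif2s3x* (log2 fold change -0.62, edgeR quasi-likelihood FDR = 0.00744) and *Kdm5c* (-0.51, edgeR quasi-likelihood FDR = 0.0588) were lower in *Lmx1a-/-* CH, so that sex is an open explanation for these genes. *Kdm6a* (-0.38) and *Ddx3x* (0.18) did not pass.

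The *drJ* allele was kept on a mixed background, and a flanking region carried with it could differ between genotypes. Within 10 Mb of *Lmx1a*, 13 of 220 tested genes (5.91%) passed, against 3.99% elsewhere (odds ratio 1.51, Fisher's exact test, two-sided, p = 0.163). In the fits without 1 embryo the odds ratio ranged from 0.984 without *Lmx1a-/-* embryo 1 to 1.81 without wild-type embryo 1, and with all embryos it was 1.63 within 5 Mb and 1.29 within 20 Mb. How far such a region extends is not known. Local differences could concern the 13 genes past the threshold within 10 Mb, or the 21 within 20 Mb, for which they stay open. Whether a gene carried in the region changed genes elsewhere was not tested, so that the region and the loss of *Lmx1a* cannot be told apart.

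Genes of the choroid plexus epithelium, the tissue next to the CH, were lower in *Lmx1a-/-* CH (median log2 fold change -1.23, 13 of 14 lower, camera FDR = 1.86e-07, fry FDR = 0.0168, estimated correlation FDR = 0.0888). *Ttr* had 78.3 ± 66.9 and 7.23 ± 5.94 CPM and a log2 fold change of -3.42 (SE 0.82), and *Car12* had 16.4 ± 9.81 and 5.78 ± 0.876 CPM. Of the list, 7 genes exceeded 10 CPM in wild-type CH, 1 is in another list and 1 is among the genes of the paper. A candidate explanation is choroid plexus tissue in the captured wild-type CH, which would make the genes rise and fall together within genotypes. Their median correlation within genotypes was 0.201, and the highest of 1000 random lists was 0.239. Where 0.201 ranked among the random lists is not given. Among the 5 members with the smallest p, *Ttr*, *Slc4a5*, *Calml4* and *Folr1* moved together in wild-type CH. They were highest in embryo 2 and lowest in embryos 3 and 4, with *Ttr* at 164 CPM in embryo 2 and 5.74 CPM in embryo 3. *Car12* was instead highest in wild-type embryo 4, and *Calml4* was lowest in *Lmx1a-/-* embryo 3, where *Ttr* was highest. With the mean of this list as a covariate, 3 of the 14 CH markers passed. Since the covariate follows the genotype closely (r = -0.84), captured choroid plexus and an effect of *Lmx1a* on both tissues cannot be told apart for these genes.

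Histone genes were lower in *Lmx1a-/-* CH (median log2 fold change -0.98, 50 of 53 lower, camera FDR = 3.65e-25, fry FDR = 0.0265, estimated correlation FDR = 0.132), and 17 passed the threshold. The genes with the smallest p were *Hist1h2be*, *Hist1h1a*, *Hist1h2bm*, *Hist1h1b* and *Hist1h1d*. They took 0.13% to 0.205% of the counts in wild-type libraries and 0.043% to 0.125% in mutant libraries, with the lowest shares in *Lmx1a-/-* embryos 4 and 5. The paper does not report this. Fewer cycling cells would lower the cell cycle genes as well, but these had a median log2 fold change of -0.0662 (16 of 26 lower, camera FDR = 0.139, past 0.05 without wild-type embryo 4 (0.0116)). In the fits without 1 embryo this median stayed between -0.0791 and -0.0238, and that of the histone genes between -1.22 and -0.857. Fewer cycling cells are thus unlikely to be the whole cause. Most histone transcripts lack a poly(A) tail, and libraries may differ in how well such transcripts were captured. Other transcripts without a tail had a median log2 fold change of -0.0709 (19 of 32 lower, camera p = 0.557, fry p = 0.185) and followed the histone level within genotypes only in part (r = 0.45 over the 10 libraries after the genotype means were removed), so unequal capture and a change in the cells cannot be told apart.

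Of the lists for other cell types, red blood cell genes were lower (median log2 fold change -0.91, 8 of 9 lower, camera FDR = 0.000105, fry FDR = 0.0423, estimated correlation FDR = 0.133), and cortical neuroepithelium genes were higher only by camera at the preset correlation (median log2 fold change 0.27, 2 of 10 lower, camera FDR = 0.000423, fry FDR = 0.0804, estimated correlation FDR = 0.208). Microglial genes did not pass 0.05 (median log2 fold change 0.31, 2 of 8 lower, camera FDR = 0.342, fry FDR = 0.522, estimated correlation FDR = 0.65). The outcome for the next 3 lists depended on single embryos. Endothelial genes (median log2 fold change -0.37, 10 of 12 lower, camera FDR = 0.0878, fry FDR = 0.417, estimated correlation FDR = 0.611) were lower with camera past 0.05 without wild-type embryo 2 (0.0162), wild-type embryo 4 (0.0021) or *Lmx1a-/-* embryo 5 (0.0154), and with the block (0.0375). Mesenchymal and meningeal genes (median log2 fold change -0.23, 9 of 14 lower, camera FDR = 0.0726, fry FDR = 0.311, estimated correlation FDR = 0.517) were lower without wild-type embryo 2 (0.00157), wild-type embryo 5 (0.0477), *Lmx1a-/-* embryo 3 (0.036) or *Lmx1a-/-* embryo 5 (0.0154), with the block (0.0446) and with 10 counts in every library (0.00618). Neuronal genes (median log2 fold change 0.51, 3 of 10 lower, camera FDR = 0.109, fry FDR = 0.438, estimated correlation FDR = 0.61) were higher without wild-type embryo 3 (0.017), *Lmx1a-/-* embryo 3 (0.0429) or *Lmx1a-/-* embryo 4 (0.0109). Further CR cell genes did not pass 0.05 (median log2 fold change -0.091, 5 of 9 lower, camera FDR = 0.719, fry FDR = 0.74, estimated correlation FDR = 0.847), and further CH genes were lower only by camera at the preset correlation (median log2 fold change -0.33, 14 of 16 lower, camera FDR = 0.000179, fry FDR = 0.0932, estimated correlation FDR = 0.229). With an estimated correlation none of the cell type, histone and cell cycle lists given here passed 0.05. Wild-type CH had over 10 CPM of 8 red blood cell, 1 endothelial, 10 mesenchymal, 0 microglial, 6 neuronal and 9 cortical genes. Another list holds 1 endothelial, 3 mesenchymal, 3 neuronal and 4 cortical genes.

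Of the 879 Reactome sets, 44 were lower and 2 were higher at an FDR under 0.05 by camera. The smallest p belonged to DNA methylation (27 genes, median log2 fold change -0.90, camera FDR = 3.10e-08), a set that holds histone genes, and Laminin interactions (29 genes, median -0.55, camera FDR = 2.86e-06) was also among the first. Under fry their FDRs were 0.0712 and 0.0544, and with an estimated correlation 0.704 and 0.704, so neither passed there.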
